# Single-cell RNA-seq reveals cell type-specific transcriptional signatures at the maternal–foetal interface during pregnancy

**DOI:** 10.1038/ncomms11414

**Published:** 2016-04-25

**Authors:** Andrew C. Nelson, Arne W. Mould, Elizabeth K. Bikoff, Elizabeth J. Robertson

## Abstract

Growth and survival of the mammalian embryo within the uterine environment depends on the placenta, a highly complex vascularized organ comprised of both maternal and foetal tissues. Recent experiments demonstrate that the zinc finger transcriptional repressor *Prdm1*/Blimp1 is essential for specification of spiral artery trophoblast giant cells (SpA-TGCs) that invade and remodel maternal blood vessels. To learn more about functional contributions made by Blimp1+ cell lineages here we perform the first single-cell RNA-seq analysis of the placenta. Cell types of both foetal and maternal origin are profiled. Comparisons with microarray datasets from mutant placenta and *in vitro* differentiated trophoblast stem cells allow us to identify Blimp1-dependent transcripts enriched in SpA-TGCs. Our experiments provide new insights into the functionally distinct cell types present at the maternal–foetal interface and advance our knowledge of dynamic gene expression patterns controlling placental morphogenesis and vascular mimicry.

## Abstract (web summary)

The zinc finger transcriptional repressor *Prdm1*/Blimp1 is essential for remodelling maternal blood vessels in a subset of trophoblast cells. Here, the authors perform single-cell RNA-seq analysis on this Blimp1+ lineage, identifying functionally distinct cell types present at the maternal–foetal interface.

Placenta development is a highly dynamic process that requires coordinately regulated growth of the foetal capillary network in concert with expansion, and extensive remodelling of the maternal uterine vasculature by the invading embryonic trophoblasts. This specialized organ is essential for gas and nutrient exchange, production of hormones that regulate maternal and foetal physiology, and maternal tolerance of the foetal allograft.

Shortly after implantation the trophectoderm (TE) layer of the blastocyst expands and differentiates to form the extraembryonic ectoderm (ExE) and the ectoplacental cone (EPC), which in turn gives rise to the spongiotrophoblast (SpT) layer adjacent to maternal blood spaces. Subsequent placental morphogenesis leads to formation of a diverse set of trophoblast cell types distinguishable by localization, morphology and marker gene expression. A discrete trophoblast subset migrates into the maternal decidua to replace the lining of the spiral arteries and become spiral artery-associated trophoblast giant cells (SpA-TGCs). In addition, derivatives of the ExE-derived chorionic ectoderm give rise to subtypes that closely interact with foetal endothelial cells within the labyrinth region. Formation of these specialized trophoblast cell types is essential to insure adequate blood flow within the placenta during pregnancy. Defective remodelling of the maternal vasculature has been associated with preeclampsia, intrauterine growth restriction and miscarriage^1^,^2^.

The zinc finger transcriptional repressor *Prdm1/*Blimp1, originally identified as a silencer of β-interferon gene expression and a master regulator of plasma cell differentiation, controls cell fate decisions in the developing embryo and governs tissue homoeostasis in multiple cell types in the adult organism^3^. Developmental arrest of *Prdm1* mutant embryos at around embryonic day 10.5 (E10.5) is due to placental defects. *Prdm1* expression has been described in EPC-derived diploid trophoblasts and terminally differentiated giant cell types, including SpA-TGCs and glycogen trophoblasts (GlyTs), as well as endothelial cells within the labyrinth, and as yet ill-characterized maternal cells overlying the SpT^4^. Blimp1 function is required for specification of SpA-TGCs, proper expansion of the labyrinth region of the placenta and remodelling of the maternal vasculature^4^. Our microarray profiling of *Prdm1* mutant vs wild type E9.5 placenta revealed dramatically reduced expression of SpA-TGC-specific markers.

The principal confounding factor intrinsic to previous tissue-wide studies is the loss of cell type-specific expression data among the population average. In all likelihood, the signal-to-noise ratio in our experiments examining Blimp1-dependent transcripts in the placenta was substantially dampened by contributions from Blimp1-independent cell types. Recent advances in RNA-seq technology have made it possible to profile gene expression at a single-cell level. This technology is proving to be a particularly powerful tool for the analysis of complex tissues containing diverse cell populations. For example, elegant single-cell RNA-seq (scRNA-seq) experiments recently identified molecularly distinct cell types within the distal lung epithelium^5^.

Here we exploit scRNA-seq methodology to profile *Prdm1+* cell subpopulations in the developing placenta. Our data reveal differences between conventional foetal endothelial cells and so-called “vascular mimicry” functions performed by invading trophoblasts that remodel maternal spiral arteries. We describe transcriptional signatures characteristic of decidual stromal cells and uterine natural killer (uNK) cells present at the maternal–foetal interface, as well as trophoblast subsets responsible for hormone production during pregnancy. Collectively our data provides a blueprint for understanding transcriptional networks and signalling cues underlying trophoblast invasion and vascularity, and will be a valuable resource for future studies of mammalian placentation.

## Results

### Isolation of *Prdm1+* single cells from E9.5 placentae

We previously found that *Prdm1* is expressed in SpA-TGCs, GlyTs, a percentage of proliferative diploid trophoblasts within the SpT layer, foetal endothelial cells of the labyrinth, as well as undefined cell types of maternal origin within the decidua^4^. To characterize unique transcriptional signatures of diverse cell types in the developing placenta, we decided to profile Blimp1+ subpopulations by scRNA-seq. A *Prdm1-Venus* fluorescent BAC transgenic reporter previously used to study primordial germ cells *in vitro* and *in vivo*^6^,^7^ is strongly expressed in the placenta. Histological experiments confirmed co-expression of the paternally inherited *Prdm1-Venus* and our previously described LacZ knock-in reporter alleles^4^ in invasive TGCs, diploid trophoblasts, as well as a subset of endothelial cells in the labyrinth. In addition, ectopic *Venus* transgene expression was occasionally observed in LacZ negative cells (Fig. 1a).

Recent lineage tracing experiments revealed *Prdm1* expression in a subset of proliferative diploid trophoblasts representing SpA-TGC progenitors^4^. *Tfap2c* and *Gjb3* are known to be expressed in diploid trophoblasts and loss-of-function mutants display precocious trophoblast differentiation^8^,^9^,^10^. Immunostaining of *Prdm1*^*LacZ*^ placenta for the *Gjb3* gene product Cx31 revealed considerable overlap between LacZ and Cx31 expression in diploid *Prdm1+* trophoblasts within the SpT (Fig. 1a). Thus, *Tfap2c* and *Gjb3* are promising candidate marker genes for identification of SpA-TGC progenitors.

To isolate cells for scRNA-seq analysis, we carefully trimmed away maternal decidual tissue and enzymatically dissociated E9.5 placentae from embryos expressing the paternally derived Venus transgene. By flow cytometry we detected two distinct populations, namely R2 consisting of small single cells, and R3 consisting of cell clusters and large cells visible in forward/side scatter profiles (Fig. 1b). Venus+ cells, present in both regions were enriched by sorting (Method #1). Single diploid Venus+ cells were recovered within R2. In contrast, R3 contained Venus+ cells in small clusters. In addition, Hoechst 33342 staining identified TGCs containing large nuclei (Fig. 1b). However, recovery of Venus+ TGCs was disappointingly low, presumably due to their fragile nature.

To enrich for Venus+ TGCs we dissected the distal tip of the SpT layer together with the surrounding maternal tissue, followed by gentle enzymatic digestion (Fig. 1b). This alternative method (#2) yielded both large Venus+ cells, and Venus– maternal cells localized at the foetal–maternal interface (Fig. 1b). As summarized in Table 1, a total of 448 single cells or clusters of diploid cells were selected for further analysis. cDNAs (complementary DNAs) were initially screened for expression of *Prdm1*, *Venus*, *Prl7b1*, *Tfap2c* and *Gjb3* to distinguish maternal vs foetal populations, and identify putative SpA-TGCs and their progenitors. Using these selection criteria 78 samples including those positive for *Prdm1+*; *Venus+* (embryonic), *Prl7b1*, *Tfap2c* or *Gjb3*, as well as 18 of 39 *Prdm1+*; *Venus–* (maternal) samples were chosen for scRNA-seq analysis.

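Messenger RNA of 78 samples of placenta at embryonic day 9.5 (E9.5) was sequenced, of which 61 were single cells and 17 were clusters of 2 to 3 cells. The deposited values are log2 CPM (scaled read counts), which the authors made from reads mapped to the mouse genome (mm9) and counted per Ensembl gene without stated use of strand, with trimmed-mean scaling in edgeR. The paper states that the scaling factors came from pairs of samples inside its 6 groups, and it describes no scaling between groups. A gene with no reads has the value -3.16 in every sample, and the values of low genes came out as whole reads (tolerance 0.02 reads) in 100.0% of cases in every sample. From the recovered reads, 7001894 to 15073386 reads per sample were assigned to genes in group 1A (median 9450216), 5352110 to 13116959 in 1B (median 8932159.5) and 6412460 to 13994822 in 1C (median 7964900.5). The ranges were 20225236 to 23239935 in group 2A (median 21457927), 8474646 to 30902798 in 2B (median 20720286) and 18457569 to 32355726 in 2C (median 23066889). The paper gives the correctly paired mapped reads of each sample (Supplementary Table 2), and the values used here rest on the smaller number assigned to genes. The samples were chosen after a screen of cDNA for Prdm1, Venus, Prl7b1, Tfap2c and Gjb3, so the presence of these genes among them is no independent finding. Placentae were pooled before cells were picked, and the sources do not say which pool or animal a cell came from, so all cells were taken as 1 sample: levels are given as mean log2 value ± SD across the samples of a group, with no p-value, and intervals of shares (exact Clopper-Pearson, 95%) cover counting error only. Gene positions are those of mm9.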

### Single-cell RNA-seq identifies discrete *Prdm1+* cell types

Hierarchical clustering of the data revealed two distinct groups, each containing three clear subdivisions designated 1A–C and 2A–C (Fig. 2a). 

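Group 1A held 15 samples, 1B held 10, 1C held 8, 2A held 4, 2B held 13 and 2C held 28 when the samples were clustered on 20554 genes (distance 1 minus Spearman's rho, Ward linkage). The clusters were matched to the paper's groups through the genes of Supplementary Data 1, and the genes of all lists described here were left out of the clustering. Group 1A was led by the small heat shock protein gene Hspb7 (9.53 ± 2.44) and the matrix gene Mfap5 (11.05 ± 2.23), and 1B by Spp1 (15.08 ± 1.16) and the granzyme genes Gzmd (14.70 ± 1.40) and Gzmf (14.88 ± 1.42). Groups 1A to 1C also differed from 2A to 2C in a property of the libraries: 19.4% to 23.6% of the properly paired reads were assigned to genes in 1A to 1C and 43.8% to 50.0% in 2A to 2C, apart from Cell 20 of group 2B with 17.7%. The order of the deposited columns, which carry no group names, points to Cell 20 and Cell 31 being in the paper's 1C. With Cell 20 in 1C the shares would not overlap. Other clusterings set before the data were examined kept 65 of 78 samples (Euclidean distance, complete linkage), 54 of 78 (Pearson, average linkage) and 61 of 78 (Spearman, complete linkage) in these groups, and each joined most of group 2B to 2C.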

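Transcripts of 21006 genes were found in at least 3 of the 78 samples when any read counted as detection. With detection set at 2 log2 units above the value for no reads, 17556 genes passed, and 17152 genes were found in at least 10 samples. Among them Actb, which encodes a cytoskeletal actin, lay between 9.77 ± 0.91 in group 2A and 12.17 ± 0.47 in 1B, while the glycolytic gene Gapdh followed the divide in the share of reads assigned to genes. Gapdh had means of -0.06 in 1A, -0.12 in 1B and 1.17 in 1C, and of 7.63 in 2A, 6.88 in 2B and 7.30 in 2C, where Cell 20 of 2B, with the assigned share of 1A to 1C, stood at 0.71 and the others at 6.50 or above; the highest sample of 1A to 1C stood at 6.27. The housekeeping list (22 genes) had medians of 6.96 in 1A, 7.37 in 1B, 7.39 in 1C, 7.71 in 2A, 7.79 in 2B and 7.77 in 2C.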

Principle component analysis (PCA) using all 15,402 detected genes revealed the same six distinct groups. Interestingly, group 2C contains numerous single cells together with the cell clusters recovered from R3, suggesting these correspond to the same cell type (Table 2). 

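All 17 clusters of 2 to 3 cells fell in group 2C, together with 11 single cells. Across 21006 genes, which are not independent replicates, Spearman's rho of a cluster sample with the mean of the single cells of 2C had a median of 0.861 (range 0.836 to 0.889). A single 2C cell reached a median of 0.833 with the mean of the other single cells (range 0.792 to 0.867), and the 13 samples of group 2B reached a median of 0.781 with the single 2C cells. The genes detected numbered 12368 to 14255 in the clusters (median 13317) and 11464 to 13587 in the single cells (median 12377). The endothelial genes Cd34 (10.32 ± 0.40) and Cldn5 (9.83 ± 0.52), which encode a cell surface sialomucin and a tight junction protein, led the group.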

To further explore relationships between these six groups and identify genes that best describe the variance in the dataset, we performed linear dimensional reduction, followed by PCA on the resulting 1,007 genes (Fig. 2b). 

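The mean profiles of groups 1A and 2A had a Spearman's rho of 0.796 across 21006 genes, those of 1C and 2B 0.791, and those of 2B and 2C 0.877. Group 1A was closer to 1C (rho 0.818) and to 1B (0.805) than to 2A, and group 2A was closer to 2B (0.842) and 2C (0.834) than to 1A. Of the groups on the other side of the divide, 1A was closest to 2A and 1C closest to 2B. Genes are not independent replicates, and the correlations include the genes that separate libraries of 1A to 1C from those of 2A to 2C, which also differed in the share of reads assigned to genes.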

The top principle components reveal similarities shared between groups 1A and 2A, groups 1C and 2B, and a subset of group 2B with group 2C (Fig. 2b). In addition, we performed t-distributed stochastic neighbour embedding (tSNE) analysis using RaceID^11^. This methodology similarly identified the same six groups (Supplementary Fig. 1). Identification of genes significantly enriched in each group highlighted common features within these groups (Fig. 2c and Supplementary Data 1).

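The leading genes of each group, by difference of its mean from the mean of all other samples, included members of its own marker list in all groups but 2A. Several of these members, such as Gjb3, Ldoc1 and Lad1 for 2B and Prl7d1 and Tpbpa for 1C, are genes the paper names for these samples. Their place among the leading genes is therefore not independent evidence of cell type. Group 1C was led by Prl7d1, the pregnancy-specific glycoprotein gene Psg29 (12.37 ± 1.38) and the prolactin family gene Prl3b1 (11.84 ± 1.14). Group 2B was led by Gjb3, Ldoc1 (9.61 ± 3.85, or 10.68 ± 0.38 without Cell 20) and the homeobox genes Rhox9 (10.48 ± 1.10) and Rhox6 (10.65 ± 1.04), and 2C by Cldn5, Cd34, Ramp2 (9.94 ± 0.54) and Emcn (9.07 ± 0.52). Group 2A was led by Gpnmb (10.28 ± 2.21), the matrix proteoglycan gene Dcn (10.14 ± 0.92), Mrgprg (11.19 ± 1.05) and Slpi (8.99 ± 1.19), none of which stood on a marker list (leading genes were chosen by their values), and it is given no cell type name here. The copy of Supplementary Data 1 holds 1 or 2 fewer genes per group than Fig. 2c prints (558, 508, 271, 78, 121 and 387 genes for 1A to 2C), so no overlap or enrichment test was run on it. Those genes were chosen by the study on these samples, and their levels in the same groups are not independent evidence.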

Comparisons with well-characterized marker genes subsequently allowed us to identify individual cell types represented by these groups. Endogenous *Prdm1* transcripts were detectable in cells of all six groups (though only in a small minority of group 2B), (Fig. 3a). 

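Endogenous Prdm1 transcripts, which encode the repressor Blimp1, were detected in 12 of 15 samples of group 1A, 9 of 10 of 1B, 7 of 8 of 1C, 4 of 4 of 2A, 6 of 13 of 2B and 28 of 28 of 2C. The mean level was lowest in 2B (-0.75 ± 3.80, or -1.36 ± 3.24 without Cell 20) and highest in 2A (4.79 ± 1.49), with 3.64 ± 4.95 in 1A, 3.02 ± 3.95 in 1B, 3.29 ± 3.71 in 1C and 3.32 ± 3.12 in 2C. The SD across cells was wide in all groups but 2A. With detection at 2 log2 units above no reads, 4 of 13 samples of 2B were positive. The share of 2B samples with any reads had an interval of 19.2% to 74.9%. After each sample was thinned to 5000000 reads, 5 of the 13 samples of 2B and 12 of the 15 of 1A remained positive.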

Paternally inherited *Prdm1-Venus* transcripts were selectively present in groups 1C–2C. 

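Venus, the paternally inherited Prdm1-Venus transgenic reporter, was detected in 8 of 8 samples of group 1C, 4 of 4 of 2A, 12 of 13 of 2B and 28 of 28 of 2C. It was found in 2 of 15 samples of 1A, at a mean of -3.02 ± 0.37, and in 0 of 10 of 1B. Levels were highest in 2C (5.10 ± 2.38), followed by 2A (3.45 ± 0.77), 2B (2.18 ± 3.47) and 1C (1.55 ± 2.01). In reads thinned to 5000000 per sample, 7 samples of 1C and 1 of 1A had a Venus read. Venus was among the genes the samples were screened for, and group 1C shared the low share of reads assigned to genes with 1A and 1B.

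**Figure D1:**
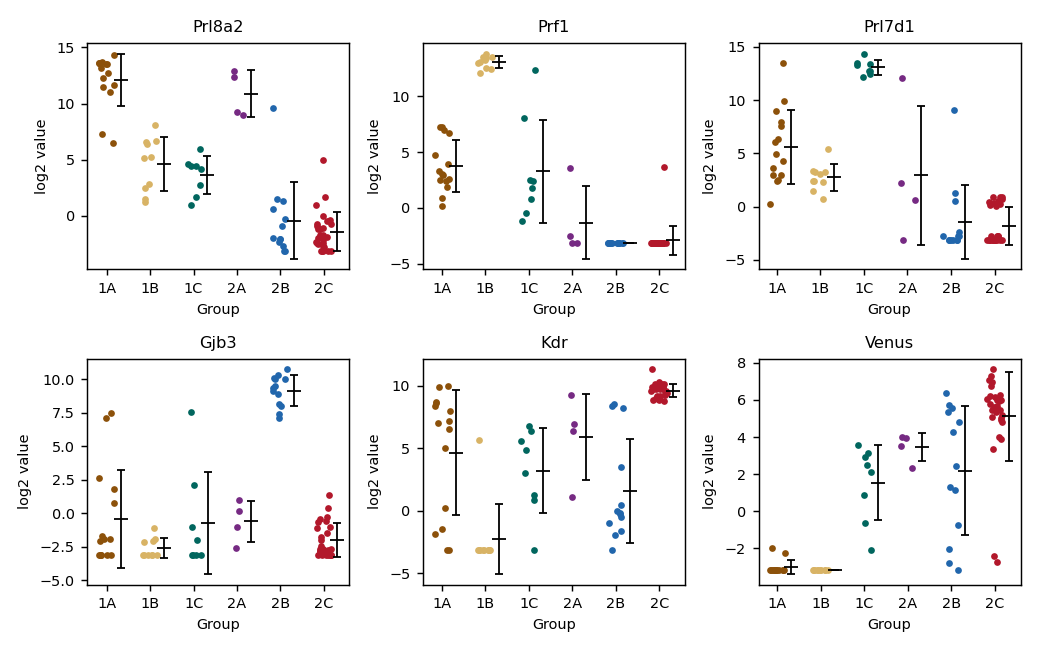
Deposited log2 values (vertical axes) of Prl8a2, Prf1, Prl7d1, Gjb3, Kdr and Venus in each sample, by cell group (horizontal axes). Points are samples, the bars beside them give the mean and SD over the samples of a group, and the lowest value (-3.16) stands for no reads; Prf1 is highest in 1B, Prl7d1 in 1C, Gjb3 in 2B and Kdr and Venus in 2C, and Prl8a2 is high in 1A and 2A.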

Groups 1A and 1B are therefore of maternal origin. 

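Xist, transcribed from the inactive X chromosome of female cells, was detected in 10 of 15 samples of group 1A and 7 of 10 of 1B. It was also found in 3 of 8 samples of 1C, 3 of 4 of 2A, 5 of 13 of 2B and 11 of 28 of 2C, so Xist alone did not separate the groups. A Y-linked gene (of Ddx3y, Eif2s3y, Kdm5d, Uty, Usp9y and Zfy1) was detected in 3 of 15 samples of 1A and 0 of 10 of 1B. Y-linked transcripts were present in 8 of 8 samples of 1C, 4 of 4 of 2A, 12 of 13 of 2B and 27 of 28 of 2C. With detection at 2 log2 units above no reads, the numbers with a Y-linked transcript were 1 in 1A, 0 in 1B, 6 in 1C, 4 in 2A, 6 in 2B and 17 in 2C. Ddx3y, which encodes an RNA helicase, had means of 3.12 ± 3.48 in 1C and 1.68 ± 3.89 in 2C, and -2.40 ± 2.32 in 1A (-2.99 ± 0.43 without Cell 31). Of the 3 samples of 1A, Cell 31 had Ddx3y at 5.83 and the others had Y-linked reads only within 2 log2 units of the value for no reads; Cell 31 joined 1C in the Euclidean, Pearson and Spearman complete-linkage clusterings and when each cell was assigned on its own. From the presence of the paternally inherited Venus transcript in groups 1C to 2C, the paper concludes that 1A and 1B came from the mother.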

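Prl8a2, a prolactin family hormone gene of the decidua (chromosome 13, 27437552 to 27446085), had a mean log2 value of 12.13 ± 2.33 in group 1A (n = 15) and 4.62 ± 2.42 in 1B (n = 10). Cryab, which encodes a small heat shock protein (chromosome 9, 50560863 to 50564738), stood at 10.59 ± 2.22 in 1A and 1.52 ± 2.29 in 1B. The decidual stroma list (12 genes) had a median of 7.13 in 1A, at percentile 100 among 10000 random lists matched on level, against -1.31 in 1B and -1.65 in 1C. Extracellular matrix genes (19 genes) had a median of 4.32 in 1A and -1.83 in 1B. The steroidogenic enzyme gene Cyp11a1 was also high in 1A (10.73 ± 2.37).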

Group 1A expresses high levels of decidual stroma markers including *Prl8a2* (ref. 12) and *Cryab*^13^ (Fig. 3b). 

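Eomes, a T-box transcription factor gene (chromosome 9, 118387330 to 118395250), was detected in 10 of 10 samples of group 1B at 7.39 ± 1.27, and lay at -1.65 ± 1.75 in 1A. Cd244, which encodes an NK cell receptor of the SLAM family (chromosome 1, 173489324 to 173515449), stood at 8.22 ± 0.91 in 1B and -1.45 ± 1.52 in 1A, and was found in no sample of 2A to 2C. The uterine NK list (14 genes) had a median of 9.87 in 1B (percentile 100 among 10000 random lists), -0.16 in 1A and 1.39 in 1C. The T cell list (6 genes) had a median of -3.05 in 1B and the macrophage list (9 genes) -3.16, at or near the value for no reads.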

Analysis of the markers *Eomes* and *Cd244* (ref. 14) strongly suggests that group 1B corresponds to uNK cells (Fig. 3b). Consistent with this possibility, immunostaining experiments demonstrate that Eomes+ cells co-express the uNK cell marker *Dolichos biflorus* agglutinin lectin (DBA) (Supplementary Fig. 2a).

Venus+ group 1C cells of foetal origin express high levels of three generic trophoblast markers *Krt8*, *Tfap2c* and *Gata3*. In addition, group 1C expresses high levels of *Prl7d1*, reported to be widely expressed across diverse trophoblast subtypes^12^ (Fig. 3c). 

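Krt8, a keratin gene of simple epithelia (chromosome 15, 101827142 to 101834773), had a mean of 11.07 ± 0.43 in group 1C (n = 8), 8.66 log2 units above 1A. Tfap2c, a trophoblast transcription factor gene, stood at 8.02 ± 1.55 in 1C, 7.59 above 1A, and Gata3 at 6.51 ± 2.79, 4.63 above 1A. Without Cell 31 the means in 1A were 1.80 for Krt8, in place of 2.41, and -0.16 for Tfap2c, in place of 0.43. Each was detected in 8 of 8 samples of 1C. The pan-trophoblast list (12 genes) had a median of 8.09 in 1C (percentile 100 among random lists of like level), 1.62 in 1A and -0.50 in 1B.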

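Prl7d1, which encodes a secreted hormone of the prolactin family (chromosome 13, 27800885 to 27808606), had a mean of 13.08 ± 0.70 in group 1C and was the leading gene of the group. Its mean was 5.62 in 1A, 2.76 ± 1.27 in 1B and -1.78 ± 1.77 in 2C. The prolactin family as a whole (25 genes) had a median of 7.09 in 1C, -0.50 in 1A, -1.38 in 1B and -2.85 in 2C. Members of this family are close in sequence and can share reads, and the libraries of 2C had a higher share of reads assigned to genes than those of 1C.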

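The gap junction gene Gjb3 (chromosome 4, 127002479 to 127008088) averaged 9.15 ± 1.17 in group 2B and -0.75 ± 3.82 in 1C. Of the 13 samples of 2B, 12 had high Gjb3 without high Prl7d1 and 1 had both. Of the 8 samples of 1C, 7 had high Prl7d1 without high Gjb3 and 1, Cell 61, had both, with Gjb3 at 7.57 and Prl7d1 at 14.36. In 2A, 1 of 4 samples had high Prl7d1 and none had high Gjb3. High meant at least 50% of the gene's highest log2 value, 5.39 for Gjb3 and 7.18 for Prl7d1. At any level, reads of both genes were found in 14 samples (4 of 1C, 3 of 2A and 7 of 2B), and in 9 with detection at 2 log2 units above no reads.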

Interestingly expression of *Gjb3* and *Prl7d1* seems to be mutually exclusive, suggesting that *Gjb3* expression may be restricted to an immature subpopulation, whereas *Prl7d1* is a marker of differentiating trophoblasts.

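Prl7b1 was detected in 8 of 8 samples of group 1C at 9.08 ± 4.97 and in 0 of 13 of 2B, a share with an interval of 0% to 24.7%. Rgs5, a regulator of G-protein signalling known from pericytes, had a mean of 9.62 ± 4.73 in 1C and -3.05 ± 0.40 in 2B. Of the samples of 1C, Cell 61 was lowest in both genes, with Prl7b1 at -0.84 and Rgs5 at -1.94. In group 1A, Prl7b1 stood at 4.76 ± 3.87 and Rgs5 at 1.40 ± 3.44, and at 4.17 ± 3.22 and 0.68 ± 2.12 without Cell 31, which had 13.10 and 11.41 and joined 1C in other clusterings. The SpA-TGC list (11 genes) had a median of 9.08 in 1C and -2.74 in 2B, and the glycogen trophoblast list (7 genes) 9.08 in 1C and -1.37 in 2B, between libraries with different shares of reads assigned to genes. In 1C the median of both lists was the level of Prl7b1 itself, which belongs to both and was among the genes the study screened cells for.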

Group 1C cells were also found to be strongly express Blimp1-dependent markers *Prl7b1* and *Rgs5* (Fig. 3a)^4^ suggesting these cells represent either invasive SpA-TGCs or GlyTs. To distinguish SpA-TGCs vs GlyTs, we analysed several additional members of the rodent Prolactin (Prl) gene family, known to be expressed by distinct trophoblast subtypes^12^. 

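Prl2c2 (7.20 ± 1.61), Prl2c3 (7.09 ± 2.61), Prl2c5 (11.77 ± 0.66) and Prl5a1 (7.38 ± 2.64) were each detected in 8 of 8 samples of group 1C. All lie on chromosome 13, with Prl5a1 from 28234353 to 28243480. In group 1A the means were -0.50, -0.10, 4.20 and -1.64, with Prl2c5 at 3.61 when Cell 31 was left out. In 1B they were -1.42, -0.96, 1.76 and -2.66. Canal and sinusoidal TGC markers (4 genes) also stood high in 1C, with a median of 7.56 against 1.03 in 1A. The Prl2c genes are near-identical copies whose reads can be divided among them, so their single levels are uncertain.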

Group 1C cells express high levels of *Prl2c2*, *Prl2c3*, *Prl2c5* and *Prl5a1*, known to be strongly expressed in SpA-TGCs, but not GlyTs (Supplementary Fig. 3a). In addition, group 1C cells express the vascular signalling receptor *Kdr* (formerly *Flk1*/*Vegfr2*; Fig. 3d)^15^. 

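Kdr, which encodes a receptor of Vegf (chromosome 5, 76328852 to 76374483), was detected in 7 of 8 samples of group 1C at a mean of 3.22 ± 3.41. In the endothelial group 2C it stood at 9.62 ± 0.55, and in group 1A it was detected in 13 of 15 samples at 4.67 ± 5.00. Flt1, the gene of a second Vegf receptor, had a mean of 9.54 ± 3.17 in 1C and 7.44 ± 1.03 in 2C. Group 1B had Kdr reads in 1 of 10 samples. Across the 8 samples of 1C, Kdr ran from no reads to 6.78, and reads of 2C libraries were assigned to genes in a higher share.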

Interestingly X-gal staining experiments demonstrate expression of a paternally inherited *Kdr.LacZ* reporter^15^ in SpA-TGCs as well as foetal endothelial cells, confirming that group 1C contains SpA-TGCs (Fig. 3d).

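Krt8 was detected in 3 of 4 samples of group 2A at a mean of 2.62 ± 4.63, and Prl7d1 in 3 of 4 at 2.94 ± 6.51. Both were highest in Cell 25, with Krt8 at 8.05 and Prl7d1 at 12.10. The same cell held Prl7b1 at 9.28, the spongiotrophoblast gene Tpbpa at 12.72 and Flt1 at 11.05. Gata3 was even across the group (6.86 ± 1.69), while Tfap2c was not (1.40 ± 4.61). The pan-trophoblast list had a median of 2.07 in 2A.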

We found that group 2A *Venus+*; *Prdm1+* cells weakly co-express *Krt8* and *Prl7d1* (Fig. 3a,c). Downregulated *Krt8* expression has been linked to endoreduplication in parietal TGCs (P-TGCs)^16^. Consistent with their endoreduplicating cell status, group 2A cells express high levels of multiple histones, (Supplementary Fig. 3b). 

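Hist1h2bk (4.51 ± 1.31), Hist1h2bh (4.45 ± 1.44), Hist1h2bp (3.28 ± 1.26) and Hist1h2bm (2.67 ± 1.34), genes of the core histone H2B, were detected in 4 of 4 samples of group 2A. Their means in 2B were -1.32, -1.94, -1.77 and -2.26, and in 2C -1.15, -1.15, -1.56 and -1.91. All replication-dependent histone genes in the file (71 genes) had a median of 1.17 in 2A, 2.48 log2 units above both 2B and 2C (1.34 and 1.39 with a pseudocount of 1, and 4.32 above 2B by Euclidean distance, where Cell 20 alone was left in 2B). In groups 1A, 1B and 1C the median was -2.95, -2.85 and -2.28, in libraries with a lower share of reads assigned to genes. Histone genes are near-identical in sequence and can share reads.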

*Prdm1+* P-TGCs were not previously observed at E9.5 (ref. 4). However, we found here that *Prdm1+* P-TGCs were detectable at slightly later stages, in E12.5 placenta (Fig. 3e). It is therefore tempting to speculate that these moderately sized group 2A cells, largely devoid of *Prl* gene expression correspond to immature *Prdm1+* P-TGCs. 

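The prolactin family (25 genes) had a median of -0.11 in group 2A, and Prl8a2 (10.87 ± 2.07) was its high member. Prl4a1 stood at 2.33 ± 5.89, Prl3b1 at 1.73 ± 6.19 and the early P-TGC hormone gene Prl3d1 at -1.18 ± 0.46. Of the P-TGC list (9 genes, median -0.13, percentile 10.3 among random lists), Hand1, whose level is the list's median in 2A, had a mean of -0.13 ± 2.53 against 9.54 ± 3.24 in 1C. The decidual stroma list had a median of 6.81 in the same 4 samples. The paper proposes, as speculation, that these cells are immature P-TGCs.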

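Gjb3 was detected in 13 of 13 samples of group 2B, 11.18 log2 units above 2C. The keratin genes Krt8 (9.88 ± 3.97) and Krt18 (10.79 ± 1.15), Tfap2c (8.37 ± 0.92) and Gata3 (6.43 ± 2.91) were high as well. The progenitor trophoblast list (11 genes) had a median of 5.75 in 2B, -2.24 in 2C and 0.04 in 2A, and the pan-trophoblast list 8.68 in 2B. The progenitor list includes genes that the paper names for 2B from these samples, such as Gjb3, Ldoc1 and Lad1. The syncytiotrophoblast list (7 genes) had a median of 0.29. Of the 13 samples, Cell 20 had no Krt8 reads, and without it Krt8 stood at 10.97 ± 0.68, Gata3 at 7.16 ± 1.35 and the medians of the progenitor and pan-trophoblast lists at 6.49 and 9.51. In 3 other clusterings Cell 20 alone was left in 2B and the other 12 samples joined 2C, and the progenitor list then stood -3.33 log2 units from 2C; it stood 7.99 units above 2C with all 13 samples and 8.73 without Cell 20, whose share of reads assigned to genes was low.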

Group 2B diploid cells strongly express trophoblast markers including *Gjb3*, and as discussed below appear to represent TGC progenitors. The group 2C *Venus+* cells, expressing high levels of *Kdr*, but low levels of trophoblast markers, and in all likelihood correspond to *Prdm1+* allantoic endothelial cells (Fig. 3d).

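Of the trophoblast genes, Krt8 (-0.66 ± 2.72), Tfap2c (-2.36 ± 1.00) and Gata3 (0.46 ± 2.30) were low in group 2C (n = 28). The endothelium list (15 genes) had a median of 8.63 in 2C, 4.90 in 2A and 1.02 in 2B, and -2.89 and -1.54 in 1A and 1B, whose libraries had a lower share of reads assigned to genes. The pan-trophoblast list had a median of -1.004. Allantoic mesoderm markers (6 genes) stood at -2.46, smooth muscle and pericyte markers (6 genes) at -2.20 and erythroid markers (9 genes) at -2.82.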

Intriguingly, numerous transcripts were expressed by both group 2A (large cells of foetal origin) and 1A (decidual stromal cells), including the decidual marker genes *Prl8a2* and *Cryab* (Figs 2c and 3b). 

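Of the 558 genes of group 1A in Supplementary Data 1, 231 had a mean in group 2A within 1 log2 unit of that in 1A. The median of all 558 genes was 5.76 in 1A and 5.43 in 2A, against -1.34 in 2B and -2.02 in 2C. Prl8a2 was 1.25 log2 units lower in 2A than in 1A, and Cryab (8.37 ± 1.32 in 2A) 2.22 lower, against SDs of 2.33 and 2.22 across the samples of 1A. These genes were chosen by the study on these samples. In 2B, Cell 6 held Prl8a2 at 9.60 and Cryab at 8.62, and the group means were -0.44 and -0.33. Groups 1A and 2A stood on different sides of the difference in the share of reads assigned to genes.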

To exclude technical issues such as the presence of doublets or cross-contamination during single-cell isolation, we expanded the analysis to identify additional transcripts. The results shown in Supplementary Fig. 4 clearly demonstrate that many of the group 1A highly expressed genes are entirely absent from group 2A. 

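Of the 558 genes of group 1A, 52 were detected in no sample of group 2A, with a median of 1.64 in 1A. Of these, 20 were detected in no sample of 2A, 2B or 2C, and 1 was detected in at least 50% of 2B or of 2C samples. Gnas, which encodes a G-protein alpha subunit, had a mean of 10.90 ± 0.71 in 1A and -2.60 ± 0.42 in 2A, and AL593857.1, on the opposite strand of the Gnas locus, 10.90 ± 0.70 and -3.16. Gnas was as high in the foetal group 1C (10.76 ± 0.94) and in 1B (10.66 ± 0.38), and low in 2B (-1.58 ± 3.14, or -2.36 ± 1.46 without Cell 20) and 2C (-1.21 ± 1.54). Myo1h (10.01 ± 0.89 in 1A), Med10 (6.91 ± 3.15), Sla2 (6.78 ± 3.11) and Gm16033 (8.79 ± 1.36) had means of -3.16, -2.66, -3.16 and -3.16 in 2A. Myo1h also stood at 3.43 in 1B and 7.41 in 1C, and at -2.31 in 2B and -2.56 in 2C. Gm16033 stood at -1.19 in 1B and 4.53 in 1C, and at -2.40 in 2B and -3.16 in 2C. Like Gnas, both were low in 2B and 2C as well as in 2A. The exons of AL593857.1, Med10 and Gm16033 overlap genes of the opposite strand over 99.0%, 96.3% and 98.5% of their length. The counting is not stated to use strand, so reads of the opposite strand may be among theirs. AL593857.1 stood at the level of Gnas in 1A and also in 1C (10.76 for both), while both were low in 2A to 2C. Reads of such overlapping genes may have been counted differently in the libraries of 1A to 1C and of 2A to 2C. The levels of this pair alone do not decide that, and libraries of 1A and 2A differed in the share of reads assigned to genes.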

While it is formally possible that these surprising results could potentially reflect fusion of a subpopulation of foetal TGCs with maternal decidual cells, we suggest that the more plausible explanation is that these curious findings reflect *bona fide* transcriptional signatures of the discrete group 1A and group 2A cells both influenced by common signalling events at the maternal–foetal interface. It will be interesting to compare 1A and 2A transcriptional signatures as documented in the present report with additional pregnancy single-cell RNA-seq datasets as they become available.

### Evidence that group 2B are trophoblast progenitors

Self-renewing, multipotent trophoblast stem (TS) cells derived from either blastocysts or the ExE differentiate *in vitro* to form mature trophoblast cell types^17^. To further characterize about the cell types defined by our scRNA-seq dataset and learn more about Blimp1-dependent transcripts we isolated a panel of wild type and *Prdm1*-deficient TS cell lines. Western blot and immunostaining experiments demonstrate *Prdm1*/Blimp1 expression is upregulated by day 2 of differentiation in diploid trophoblasts and maintained in a subset of TGCs that undergo endoreduplication (Fig. 4a and Supplementary Fig. 5a). *Gjb3* expression is readily detectable in wild type control TS cells whereas the SpA-TGC marker *Prl7b1* appears later as *Gjb3* declines (Fig. 4b).

To test the hypothesis that *Gjb3+* diploid cells are progenitor trophoblasts, while large *Prl7b1+* cells are terminally differentiated, TGCs we performed a microarray timecourse and then analysed the expression characteristics of genes enriched in groups 2B and 1C. Group 2B cells display a clear bias towards genes showing highest expression in TS cells or early differentiation, consistent with the idea that these are trophoblast progenitors (Fig. 4c). To further explore this possibility we assessed expression of cell cycle markers^18^ represented in our scRNA-seq dataset. Both foetal endothelial cells (2C) and *Gjb3+* trophoblasts (2B) showed the highest expression of cell cycle genes (Fig. 4d). Collectively the results demonstrate that group 2B cells bear all the expected hallmarks of trophoblast progenitors.

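G1/S genes (42 genes) had a median of 5.10 in group 2C and 4.89 in 2B, and 1.86 in 2A. G2/M genes (52 genes) had a median of 5.25 in 2C, 4.31 in 2B and 1.74 in 2A. In 1A, 1B and 1C the G1/S medians were -2.0003, -0.48 and 1.40 and the G2/M medians -2.83, -2.02 and -0.66, in libraries with a lower share of reads assigned to genes. Mki67, which encodes a protein of proliferating nuclei, stood at 6.54 ± 2.10 in 2C, 4.53 ± 3.25 in 2B and 0.25 ± 2.47 in 2A, and Top2a, the gene of a DNA topoisomerase, at 7.70 ± 1.91, 6.72 ± 1.98 and 6.27 ± 1.09. The replication clamp gene Pcna was high in 2C (7.69 ± 0.56), 2B (7.16 ± 0.92) and also 1B (7.24 ± 0.81).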

To distinguish SpA-TGCs from *Gjb3+* trophoblast progenitors we compared genes enriched in groups 1C and 2B. 

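Of the 271 genes of group 1C in Supplementary Data 1, 269 had a higher mean in 1C than in 2B, with a median difference of 5.21 log2 units. Of the 121 genes of 2B, 117 were higher in 2B, with a median difference (1C minus 2B) of -3.11. The widest differences towards 1C were those of Prl7d1 (14.52), Tpbpa (14.47), Ceacam9 (14.07) and Psg29 (13.63). Those towards 2B included the survivin gene Birc5 (-9.94) and Gjb3 (-9.90), beside ribosomal and other pseudogene copies such as Rpl7a-ps11 (-11.17; its mean in 2B was 8.14, or 9.08 without Cell 20). The genes were chosen by the study on these samples, and libraries of 1C and 2B differed in the share of reads assigned to genes. Where other clusterings left Cell 20 alone in 2B, the median difference of the 2B genes turned to 1.34 (Euclidean and Spearman complete linkage) or was 0 (Pearson), and it was -3.38 without Cell 20.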

We found that markers strongly expressed by invasive trophoblasts, *Cts7*, *Cts8* (ref. 19) and *Tpbpa*^20^ are absent in *Gjb3+* trophoblasts (Fig. 5a). 

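Cts7 and Cts8, placental cathepsin genes, had means of 6.32 ± 5.99 and 6.86 ± 4.28 in group 1C, where they were detected in 6 of 8 and 8 of 8 samples. In 2B they were detected in 3 of 13 and 0 of 13 samples, at -3.05 ± 0.20 and at the value for no reads. Tpbpa (chromosome 13, 61040053 to 61043296) had a mean of 11.57 ± 2.48 in 1C and -2.90 ± 0.73 in 2B (3 of 13 samples). The placental cathepsin list (8 genes) had a median of 4.54 in 1C and -3.05 in 2B. Reads per sample were fewer in 1C than in 2B, with a lower share assigned to genes.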

Interestingly, *Gjb3+* trophoblasts display enriched expression of genes with deleterious placental loss-of-function phenotypes (Fig. 5b).

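Phlda2, an imprinted gene of placental growth (7.19 ± 2.52 in group 2B, 1C minus 2B of -5.78 log2 units), Lad1 (7.14 ± 3.04 in 2B, -6.73) and Gjb5 (5.75 ± 4.79 in 2B and 0.66 ± 4.27 in 1C) were higher in 2B by more than the SD across cells of either group. Ldoc1 had a difference of -4.26, more than the SD in 2B and less than that in 1C (4.87). Elf5, a trophoblast stem cell transcription factor gene (2.60 ± 4.09 in 2B and -0.96 ± 3.59 in 1C), Utf1 (5.52 ± 3.12 and 4.00 ± 3.43) and Hsd17b2 (5.76 ± 4.33 and 6.01 ± 4.10) differed by less than the SD of either group. Cited2 (5.92 ± 2.87 in 2B and 8.89 ± 1.74 in 1C) and Hand1 (8.16 ± 5.26 in 2B) were not higher in 2B. Without Cell 20, Ldoc1 (10.68 in 2B, SD 0.38) and Elf5 (3.08 ± 3.87) were also higher in 2B by more than the SD of either group, and Gjb5 stood at 6.49, Hsd17b2 at 6.51, Cited2 at 6.68 and Hand1 at 9.11. Libraries of the groups differed in the share of reads assigned to genes.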

### Identification of SpA-TGC-enriched Blimp1-dependent genes

Next we examined our microarray data to search for Blimp1-dependent transcripts. The profiles of wild type and *Prdm1* mutant TS cells were initially indistinguishable. However, significant divergence was observed subsequently in differentiating cultures (Supplementary Fig. 5b). As expected Blimp1-deficient TGCs fail to express the SpA-TGC marker *Prl7b1* (Fig. 4b). Functional analysis of transcripts downregulated in *Prdm1*^*–/–*^ trophoblasts showed strong enrichment for genes required for blood vessel and extraembryonic tissue development, as well as normal embryonic growth (Supplementary Fig. 5c). Moreover, comparison of the present microarray dataset with results of our previous profiling experiments analysing wild type vs mutant E9.5 placenta^4^ revealed a small subset of overlapping downregulated transcripts including several SpA-TGC marker genes, that is, *Prl7b1* and *Rgs5* (Supplementary Fig. 5d).

We exploited our scRNA-seq dataset to directly compare Blimp1-dependent genes expressed by SpA-TGCs or *Gjb3+* progenitor trophoblasts (Fig. 5c). 

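Plxnd1, which encodes a semaphorin receptor, had a mean of 7.67 ± 1.26 in group 1C and 2.33 ± 4.11 in 2B. The phospholipase genes Pla2g4d (4.09 ± 4.89 in 1C and -1.89 ± 3.10 in 2B) and Pla2g4f (7.04 ± 2.19 and -2.40 ± 1.95) were detected in 2 of 13 and 2 of 13 samples of 2B. P4ha2, a collagen prolyl hydroxylase gene (5.00 ± 3.90 in 1C and 1.11 ± 4.12 in 2B), Gpc1 (4.94 ± 2.49 and 0.61 ± 4.30) and Igfbp7 (8.15 ± 2.95 and -1.94 ± 2.28) were higher in 1C too. Plxnd1 was as high in the endothelial group 2C (7.86 ± 0.62). A lower share of reads was assigned to genes in the libraries of 1C than in those of 2B and 2C.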

As shown in Fig. 5d numerous Blimp1-dependent transcripts detectable in differentiating TS cell cultures, including *Plxnd1* and *Pla2g4d* show SpA-TGC-enriched expression *in vivo*. Thus their absence in *Prdm1* mutants probably reflects selective loss of the SpA-TGC lineage.

### Functionality predicted by cell type-specific transcription

The six cell types defined by our scRNA-seq analysis and their corresponding marker gene expression fits well with their defined size differences, that is, large TGCs vs relatively small endothelial cells (Table 2). Consistent with the identification of group 1C as SpA-TGCs and group 2B as immature trophoblast progenitors both these cell populations show strikingly similar expression profiles (Fig. 2b). 

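3 samples of group 2B, Cells 15, 9 and 14, had medians of 3.70, 3.55 and 3.35 over the 387 genes of group 2C in Supplementary Data 1, while the other 10 lay at -2.05 or below. Kdr stood at 8.53, 8.42 and 8.26 in these 3 cells, Cd34 at 9.17, 9.23 and 8.84 and Tie1 at 6.74, 6.69 and 5.57. Gjb3 was high in the same cells (7.42, 10.13 and 8.14), as was Krt8 (11.05, 10.12 and 11.43). The share of the 387 genes detected at any level was 84.2% in Cell 15, 83.2% in Cell 14 and 75.5% in Cell 9, but at any level the share did not set them apart: it was 77.3% in Cell 17, 75.2% in Cell 16 and 70.0% in Cell 19, and the median was 57.1% over the 13 samples. With detection at 2 log2 units above no reads it was 72.1% in Cell 15, 65.9% in Cell 9 and 64.3% in Cell 14, and 25.3% in Cell 20, the next highest. The genes were chosen by the study on these samples.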

Interestingly, 3 of the 12 group 2B cells express genes characteristic of group 2C endothelial cells (orange box in Fig. 2c), highlighting the functional similarities between trophoblasts and endothelial cells^21^. Notably, the one exceptional small cell within group 1C expressing high levels of *Gjb3* together with low levels of *Prl7b1* and *Prl7d1*, potentially represents a SpA-TGC progenitor undergoing terminal differentiation (Fig. 3a,c).

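Within group 1C, Cell 61 had Gjb3 at 7.57, 11.40 for Krt8, 7.61 for Tfap2c and the SpA-TGC genes Prl7b1 and Rgs5 at the lowest levels of the group, with Prl7d1 high. Cell 20, which clustered with group 2B, had Gjb3 at 8.90, Tfap2c at 8.25 and Venus at 6.36, with no reads of Prl7b1, Prl7d1 or Rgs5. Cell 20 had the low share of reads assigned to genes of groups 1A to 1C. The median of the G2/M genes in Cell 61 was 5.54, against -1.04 in the next highest sample of 1C.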

Functional annotation analysis of the genes differentially expressed by each of the six groups provides insight into their distinct functional activities. For example, the decidual stromal cell transcriptome governs placental morphogenesis, differentiation, blood vessel morphology and regulation of endothelial behaviour through sphingolipid metabolism. 

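Adm, which encodes the vasodilator adrenomedullin (chromosome 7, 117771175 to 117773331), had a mean of 7.76 ± 3.89 in group 1A and was detected in 15 of 15 samples. It stood at -1.09 ± 1.96 in 1B and 2.82 ± 3.58 in 1C. In 2B and 2C the means were 1.42 ± 3.72 and -0.72 ± 2.82. The SD in 1A was wide.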

Interestingly, we found the peptide hormone *Adm* is highly expressed in this cell population (Fig. 6b). *Adm*, previously identified as a P-TGC marker is also a key regulator of uNK cells^22^. uNK cells are thought to destroy the surrounding vascular smooth muscle cells and restrict the extent of SpA-TGC invasion during spiral artery remodelling^23^,^24^. The present results strongly suggest that decidual stromal cells, also regulate *Adm*-mediated recruitment of uNK cells. 

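In group 2A, Adm had a mean of 8.31 ± 1.18 and Cyp11a1, which encodes the enzyme of the first step of steroid hormone synthesis (chromosome 9, 57862820 to 57874827), a mean of 11.33 ± 0.81. Both were detected in 4 of 4 samples. Cyp11a1 was lower in 1C (5.22 ± 5.01), 2B (3.04 ± 4.54) and 2C (-1.76 ± 0.98), and in group 1A it was within 1 SD of 2A. The steroidogenesis list (10 genes) had a median of -0.44 in 2A, -1.88 in 1A and 2.46 in 1C.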

Group 2A cells express *Adm* and the P-TGC marker *Cyp11a1* (ref. 25) (Supplementary Fig. 3c). Mature P-TGCs were recently shown to express the cell–cell adhesion molecule *Cd34* (ref. 26). Interestingly group 2A cells similarly express *Cd34*, consistent with the possibility they represent immature P-TGCs (Fig. 7a).

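Cd34 had a mean of 5.96 ± 2.06 in group 2A and was detected in 4 of 4 samples, below 2C (2A minus 2C of -4.37 log2 units). In 2B it was detected in 13 of 13 samples at 1.91 ± 4.22, and in 1A in 0 of 15. The maternally expressed imprinted genes (8 genes) had a median of 4.95 in 2A and the paternally expressed (12 genes) 2.52.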

The cell type-specific transcriptional signatures described here refine our understanding of the pathways controlling placental vascularity. For example, *Wnt4* (ref. 27) and the Angiopoietins *Angpt2* (ref. 28) and *Angpt4* (ref. 29) were found to be highly expressed in the decidual stroma (Fig. 6b), whereas the Angiopoietin receptors *Tek* and *Tie1*, as well as *Cd34* and pericyte recruitment factor *Pdgfb*^30^, largely restricted to endothelial cells were undetectable in SpA-TGCs (Fig. 7a). On the other hand, numerous other endothelial cell markers were expressed at similar levels in both SpA-TGCs and endothelial cells, for example, *Flt4* and *Pecam1* (Fig. 7a,b and Supplementary Fig. 3d). 

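Wnt4, a signalling gene of decidualization, had a mean of 6.63 ± 4.27 in group 1A (14 of 15 samples) and -1.96 ± 0.97 in 1C. Angpt2 (chromosome 8, 18690263 to 18741562) stood at 11.15 ± 2.08 in 1A and 6.43 ± 3.04 in 1C, and Angpt4 (chromosome 2, 151736943 to 151771073) at 8.94 ± 2.70 and -1.78 ± 1.80. In 2A, Angpt2 was 11.65 ± 0.84 and Angpt4 8.53 ± 1.19. The receptor gene Tek was detected in 0 of 8 samples of 1C, Tie1 in 1 of 8, Cd34 in 2 of 8 and Pdgfb in 1 of 8. In 2C, Tek averaged 7.31 ± 1.37, Tie1 8.08 ± 0.56 and Pdgfb 7.41 ± 2.20. The angiogenic list (26 genes) had a median of 4.73 in 2C and -1.54 in 1C, in libraries with a lower share of reads assigned to genes.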

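Flt4, a lymphatic and embryonic Vegf receptor gene, had a mean of 4.50 ± 2.16 in group 1C and 6.67 ± 0.97 in 2C, and Pecam1, an endothelial adhesion gene, 7.60 ± 3.64 and 9.06 ± 0.56. Of the endothelium list (15 genes), 2 were within 1 log2 unit of 2C in group 1C and 8 were detected in under 50% of its samples. In 2A, 1 was within 1 log2 unit. Of the 387 genes of group 2C in Supplementary Data 1, chosen by the study on these samples, 1 was within 1 log2 unit in 1C and 338 were detected in under 50% of its samples, against 3 and 48 in 2A (193 in place of 48 with detection at 2 log2 units above no reads, and 43 in place of 3 by Euclidean distance). The differences of Flt4 and Pecam1 turned in other groupings. For Flt4, 2C minus 1C was -0.20 by Euclidean distance, -0.16 by Spearman complete linkage and -3.34 by Pearson. For Pecam1 it was -0.02 and -0.20 in the Euclidean and Spearman ones. In these 3 groupings 12 samples of 2B joined 2C, and 1C held 9, 9 and 2 samples (Euclidean, Spearman and Pearson). With Spearman complete linkage and Pearson, the samples of 2A joined 2C as well. The libraries of 1C and 2C differed in the share of reads assigned to genes.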

Overall our experiments have identified a plethora of novel genes regulating placental development and trophoblast function. Figure 8 presents a summary overview of the cell type-specific transcriptional signatures defined in the present report.

## Discussion

Gene targeting studies have revealed essential functions performed by key transcription factors, signalling molecules and membrane glycoproteins controlling cell–cell interactions during placental development^31^. Changes in gene expression profiles associated with many of these loss-of-function phenotypes have also been characterized via microarray experiments. Our recent experiments demonstrate that developmental arrest of *Prdm1* mutant embryos at around E10.5 is associated with loss of the invasive SpA-TGC cell lineage^4^. In addition, lineage tracing experiments identified a population of proliferating Blimp1+ diploid cells present within the SpT that give rise to mature SpA-TGCs, canal TGCs and GlyTs.

The SpA-TGC lineage mediates key functions during pregnancy including decidual invasion, vascular mimicry leading to increased blood flow, evasion of maternal immune response, and hormonal regulation of maternal physiology and behaviour. However, isolation and characterization of this crucially important mature TGC subset has been technically challenging due to their fragile nature and intimate association with the maternal vasculature. Consequently, the transcriptional programmes governing their complex behaviour remain ill defined. The present scRNA-seq analysis provides new insights into their cell type-specific transcriptional signatures and defines the key functionally distinct cell subpopulations present at the maternal–foetal interface, as summarized in Fig. 8.

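Nos1 (7.30 ± 1.44), Pak1 (5.57 ± 1.80) and Agrp (3.64 ± 3.85) were highest in group 1C. Nos1 encodes neuronal nitric oxide synthase, Pak1 a kinase of cell motility and Agrp a neuropeptide. In 2B the means were 2.79, -0.98 and -2.52 and in 2C -2.68, -2.94 and -3.14, and in 1A -0.81, -2.72 and -2.92. Nos1 in 1A was -1.62 without Cell 31, and Pak1 in 2B -1.62 without Cell 20. Agrp was detected in 7 of 8 samples of 1C and 1 of 13 of 2B. Reads assigned to genes were fewer in 1C than in 2B and 2C.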

We identified a number of transcripts selectively expressed by SpA-TGCs, including genes consistent with their invasion, vascular and endocrine functions (Figs 5c,d and 7c). *Pak1* is known to promote trophoblast invasion in gestational trophoblastic disease in human^32^. Nitric oxide production via *Nos1* promotes vasodilation and increased blood flow. The peptide hormone *Agrp* is linked to obesity and enhanced appetite^33^. The semaphorin receptor *Plxnd1* expressed in both endothelial cells and SpA-TGCs, regulates Vegf signalling^34^ by promoting expression of soluble *Flt1* (sFlt1), a Vegf decoy receptor, to limit angiogenic potential^35^. sFlt1 is known to be produced by SpA-TGCs^36^. Two Blimp1-dependent phospholipase A2 family enzymes, *Pla2g4d* and *Pla2g4f*, potentially act downstream Vegf receptor *Kdr* to promote production of the vasodilator prostacyclin^37^. The hypoxia-induced extracellular matrix remodelling factor *P4ha2* (ref. 38), marker of tumour vasculature *Igfbp7* (ref. 39), as well as *Gpc1*, a co-receptor for heparin-binding growth factors such as FGFs and modulator of angiogenesis and metastasis of human and mouse tumours^40^ were also downregulated in the absence of Blimp1. Interestingly, the present experiments demonstrate for the first time that SpA-TGCs express the Vegf receptor *Kdr*. Recent studies have shown that Vegf activates Blimp1 expression in tumour vasculature^41^. It will be interesting to learn whether Vegf signalling similarly upregulates Blimp1 expression during SpA-TGC specification.

Our results clearly demonstrate that SpA-TGCs are well equipped to suppress harmful consequences of vascular remodelling. 

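Lgals9, the gene of a galectin, had a mean of 11.35 ± 0.57 in group 1C (n = 8), 7.91 ± 3.13 in 2B (8.68 ± 1.54 without Cell 20), 7.01 ± 1.08 in 1B and -0.51 ± 2.54 in 2C. Havcr2, which encodes an inhibitory receptor of immune cells, had a mean of 10.90 ± 0.43 in 1B (n = 10) and 8.03 ± 2.48 in 1A. In 1C it was 1.54 ± 4.47. The SD of Lgals9 in 1C was less than a unit, while Havcr2 in 1C varied widely between cells.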

The galectin *Lgals9* attenuates immune response by signalling via its receptor Havcr2 on immune cells (Supplementary Fig. 3e)^42^. In addition, *Gpr77/C5ar2* proposed to be a decoy receptor involved in evasion of the complement pathway^43^, as well as *Ccbp2/Ackr2*, a decoy receptor thought to prevent spontaneous miscarriage by attenuating inflammatory responses^44^, both G-protein coupled receptor family genes, were found to be specifically expressed by SpA-TGCs (Figs 6a and 7c). 

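Ccbp2 (chromosome 9, 121807473 to 121820182) was detected in 8 of 8 samples of group 1C at 6.05 ± 2.48 and in 0 of 13 of 2B. Its means were -1.47 ± 3.30 in 1A (-2.28 ± 1.11 without Cell 31), -2.82 ± 0.55 in 1B and 0.39 ± 5.26 in 2A, where Cell 25 also held other genes of 1C. Gpr77 was detected in 6 of 8 samples of 1C at 2.23 ± 3.65, and its mean was -2.48 in 2B and -2.12 in 2C. The complement and thrombosis control list (13 genes) had a median of 6.05 in 1C, which is the level of Ccbp2 (percentile 100.0 among random lists), 2.16 in 1A, 2.58 in 2A and 0.64 in 2B. The list includes Ccbp2, Gpr77, Entpd1 and Procr, which the paper names for 1C from these samples. The share of reads assigned to genes was lower in 1C than in 2A to 2C.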

SpA-TGCs strongly express both *Entpd1* and *Procr* known to prevent thrombosis and inflammation (Fig. 5a)^45^,^46^. 

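Entpd1, an ectonucleotidase gene, had a mean of 10.15 ± 0.62 in group 1C and 9.38 ± 0.62 in 1B. Procr, which encodes the endothelial protein C receptor, had a mean of 8.83 ± 2.12 in 1C. In 2B the means were 5.99 ± 4.32 for Entpd1 and 5.38 ± 4.48 for Procr (6.75 and 6.09 without Cell 20), and in 2C 0.81 ± 3.86 and 1.07 ± 3.87. The SDs across cells were wide outside 1C and 1B.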

*Procr* loss-of-function mutants exhibit mid-gestation lethality due to placental thrombosis.

Comparisons of uNK cells profiled here with splenic NK1.1+ RNA-seq datasets strengthens the idea that uNK cells represent a unique NK subset. 

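Prf1, the perforin gene, had a mean of 13.08 ± 0.56 in group 1B and Il2rb, which encodes Cd122, 10.10 ± 0.55. Il3ra, which encodes Cd123, stood at -0.25 ± 3.17 in 1B and was detected in 7 of 10 samples. The granzyme genes Gzma (12.63 ± 0.80) and Gzmb (11.88 ± 1.53) were high. The NK function list (20 genes) had a median of 5.36 in 1B. Of its members, Ccl3 and Xcl1 were detected in no sample of 1B, Ccl5 in 3 of 10 at -0.91 ± 3.74 and Klrd1 in 9 of 10 at 3.80 ± 3.21. The median of the MHC class I genes (17 genes) was 5.01.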

NK marker genes including *Eomes, Cd122, Cd123* and *Prf1 (perforin)*^14^ were strongly expressed, but group 1B (uNK) cells lack expression of numerous other genes associated with NK activation (Supplementary Fig. 2b). *Ifnγ* is known to be a Blimp1 target in T effector cells^3^ and human NK cells^47^. 

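Ifng, the interferon gamma gene, was detected in 0 of 10 samples of group 1B, a share with an upper limit of 30.8% by counting error. It was detected in 1 of the 78 samples, of group 2C. Splenic NK cells are not among the samples analysed here. The depth of the 1B samples was 5352110 reads at the lowest, so absence of reads is a limit on detection and not on expression.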

Consistent with repressed cytolytic function, here we found Blimp1+ uNK cells express low levels of *Ifnγ* compared with splenic NK cells. It will be interesting to further investigate NK cell heterogeneity using scRNA-seq technology.

Recent advances in microfluidics and automation technologies have proven invaluable for profiling single cells with similar sizes and morphological characteristics in studies where prior enrichment for rare cell types and maintenance of viability were not complicating factors^48^,^49^. However, diverse cell subsets within the placenta display vastly different sizes and adhesion properties. Here TGCs exhibiting a broad range of morphologically distinct features were manually isolated. The present experiments provide the first comprehensive survey of gene expression profiles in individual placental cell types. Our data establishes hierarchical relationships between these cell type-specific transcriptional profiles, and reveals numerous novel marker genes for future study of placental development. Building on previous placental disruption methods^50^,^51^, here we established reliable methods suitable for isolating cell types of interest, subsequently selected by brute force screening of libraries for marker genes. The present study provides new insights into key aspects of mammalian placental development, while informing future experimentation into vascular mimicry, immune tolerance and hormone signalling.

## Methods

### Animals

The *Prdm1*^*BEH*^ null allele, *Prdm1*^*Cre-nLacZ*^, *Prdm1-Venus* and *Kdr*^*LacZ*^ mouse strains were genotyped according to published protocols^4^,^6^,^15^,^52^. Males from the various reporter strains (C57BL/6J, 2–4 months of age) were crossed with wild type females (CD-1 from Charles River Laboratories, 6–12 weeks of age) to ensure reporter gene expression marked only tissues of embryonic origin. Experiments were performed in accordance with Home Office regulations.

### TS cell culture and differentiation

TS cell lines were derived from individual blastocysts obtained from *Prdm1*^*+/BEH*^x *Prdm1*^*+/BEH*^intercrosses and genotyped as previously described^17^,^52^. TS cells were adapted for growth under defined conditions^53^. To induce differentiation trypsinized TS cells were plated in the absence of FGF4, TGFβ1 and heparin sulphate. Four independent cell lines of each genotype were used for all experiments.

### Histology

For immunohistochemistry tissue was fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4 °C, paraffin embedded and sectioned (6 μm). For immunofluorescence tissue was fixed overnight in 1% PFA in PBS at 4 °C, cryo-protected in 30% sucrose, embedded in O.C.T. Compound (Tissue-Tek) and sectioned (10 μm). In some instances X-gal staining was performed on cryosections followed by immunostaining. For immunostaining, sections were blocked for 1 h in 5% foetal bovine serum/0.2% bovine serum albumin in PBS at room temperature followed by overnight incubation with primary antibody in blocking buffer at 4 °C. For immunostaining of cells grown on Matrigel-coated glass coverslips, samples were fixed in 4% PFA in PBS for 10 min at room temperature, permeabilised with 2.5% Triton-X100 in PBS for 10 min, blocked with 10% Donkey serum for 1 h followed by overnight incubation with primary antibody in blocking buffer at 4 °C. Primary antibodies were detected by incubation with an appropriate secondary, and in some cases a tertiary Alexa Fluor-conjugated antibody (Molecular probes). Sections were mounted in VECTASHIELD containing DAPI (Vector Laboratories). Primary antibodies used were rabbit anti-GFP (Invitrogen, A-31851, 1:500), rabbit anti-Cx31 (Alpha Diagnostics, CX31-A, 1:200), monoclonal rat anti-Blimp1 (clone 5E7, Santa Cruz SC-130917, 1:500) and rabbit anti-Eomes (Abcam, ab23345, 1:100).

For *in situ* hybridization tissue was fixed overnight in 4% PFA, dehydrated in ethanol, paraffin embedded, and sectioned (6 μm). Riboprobe synthesis and RNA *in situ* hybridization was performed according to standard protocols using mid-plane sections. For *Adm* and *Angpt4* PCR fragments amplified from E9.5 placenta were cloned into pBlueScript KS- using primers indicated in Supplementary Table 1 prior to probe synthesis. IMAGE clone 3966337 was used for *Cd34*. The *Flt4* probe was a kind gift from Heiko Lickert.

### Isolation of single cells and cell clusters

Placentae from CD-1 females mated to *Prdm1-Venus* males were harvested at E9.5 and the yolk sac and decidual tissue trimmed away being careful to leave the labyrinth and SpT layers intact. *Prdm1-Ven*us*+* placentae were identified by fluorescent imaging of the corresponding embryo.

Pools of three placentae were finely minced with spring scissors and digested in Liberase TM (Roche, 0.325 Wunsch u ml^−1^) and DNase 1 (Sigma-Aldrich, 20 Kunitz u ml^−1^) in DMEM supplemented with 15% FCS, 10% Medium NCTC-109 (Gibco), 15 mM HEPES, 0.1 mM non-essential amino acids, 2 mM Glutamine and 1% Hybri-Max OPI Media Supplement (Sigma-Aldrich). Digestion was performed for 45 min at 37 °C in a shaking incubator. Samples were vigorously pipetted every 10 min to assist tissue disassociation.

After centrifugation, cell pellets were resuspended, incubated in Accumax (Sigma-Aldrich) for 10 min at 37 °C then filtered through 100 μm mesh. Venus+ single diploid cells, diploid cell clusters and giant cells were gated on forward vs side scatter profiles and GFP fluorescence using a MoFlo XDP Flow cytometer (Beckman Coulter). Viable cells were identified by 7AAD exclusion. High-resolution images were captured using an ImageStreamX Mk II imaging flow cytometer (AMNIS) and analysed using IDEAS software (AMNIS).

Due to low recovery of Venus+ giant cells using FACS, giant cells were also manually picked from SpT tissue after enzymatic disassociation. To enrich for Venus+ TGCs, the distal tip of the SpT layer proximal to the maternal artery was used.

### Preparation of single-cell cDNAs and sequencing

Cell suspensions were diluted to low density and single cells or clusters of 2–3 cells specifically selected under phase-contrast microscopy and picked directly into lysis buffer by mouth pipette, followed by synthesis and amplification of cDNA precisely as previously described^54^. To identify potential cells of interest, qPCR was performed using QuantiTect SYBR Green PCR kits on a Rotor-Gene Q (QIAGEN) using primer pairs detailed in Supplementary Table 1. Purified cDNAs from cells of interest were then subjected to Illumina sequence library preparation and sequencing on an Illumina HiSeq 2500.

### RNA-seq data analysis

Sequence reads were mapped to the mm9 mouse genome release with Stampy using default parameters^55^. Read pairs with identical outer coordinates were reduced to a single pair. Numbers of remaining properly paired reads per sample are reported in Supplementary Table 2. Reads were then assigned to gene annotations of Ensembl release 67 using HTSeq-count^56^. To normalize raw gene intensities between libraries, scaling factors were calculated using a trimmed mean of *M*-values between each pair of samples within the six identified groups using edgeR^57^. Hierarchical clustering was performed in R. Further analysis was performed using Seurat, an R package for single-cell genomics, which has been extensively described previously^49^,^58^. We filtered out cells expressing <3,000 genes, and genes detected in <3 cells. This resulted in 78 cells expressing a total of 15,402 genes. Details of number of genes detected per cell per group are provided in Supplementary Fig. 6. Dimensional reduction was performed and significant principle components (*P*<1 × 10^−2^) identified on the basis of 200 random samplings, each time permuting 1% of genes. PCA projection was then performed and the top 300 significant genes (*P*≤1 × 10^−5^) from each significant principle component selected giving a total of 1,007 genes describing the variance in the dataset. Significant genes identified by this method were used for PCA using princomp in R. Genes significantly enriched in each group revealed by hierarchical clustering were identified using the t-test algorithm in Seurat (*P*≤1 × 10^−3^ was considered significant). Identification of cell groups using RaceID and *t*-distributed stochastic neighbour embedding was performed using the spearman clustering metric^11^. Functional annotation of the resulting gene lists relative to KEGG Pathways, Wikipathways, mammalian phenotype and Gene Ontology terms was performed with WebGestalt using default parameters^59^. Endothelial markers referred to in Fig. 7a,b were defined by Takase *et al*.^60^.

### Western blot analysis

Cell lysates were analysed by western blot, using a rat anti-Blimp1 monoclonal antibody (Santa Cruz, sc-130917, 1:500) and rabbit anti-Tubulin polyclonal antibody (Santa Cruz, sc-9104, 1:1,000). All uncropped western blots can be found in the Supplementary Fig. 7.

### Microarray experiments

TS and TG cells were directly lysed on plates at the indicated timepoints and total RNA prepared with an RNeasy MiniKit (Qiagen) with DNase treatment according manufacturers protocol. Microarray experiments were performed using Illumina Mouse WG-6 v2 Expression BeadChips. Microarray data was analysed using rank-invariant normalization and Mann–Whitney options of the Gene Error Model Expression Analysis Module V1.6.0 of GenomeStudio V2009 (Illumina). K-means clustering was performed using Cluster 3.0 (ref 61). Phenotypic analysis of differentially expressed genes was performed using Enrichr^62^.

## Additional information

**How to cite this article:** Nelson, A. C. *et al*. Single-cell RNA-seq reveals cell type-specific transcriptional signatures at the maternal–foetal interface during pregnancy. *Nat. Commun.* 7:11414 doi: 10.1038/ncomms11414 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-2

Supplementary Data 1 Lists of genes significantly upregulated in each group identified by scRNA-seq and associated P values

## Figures and Tables

**Figure 1:**
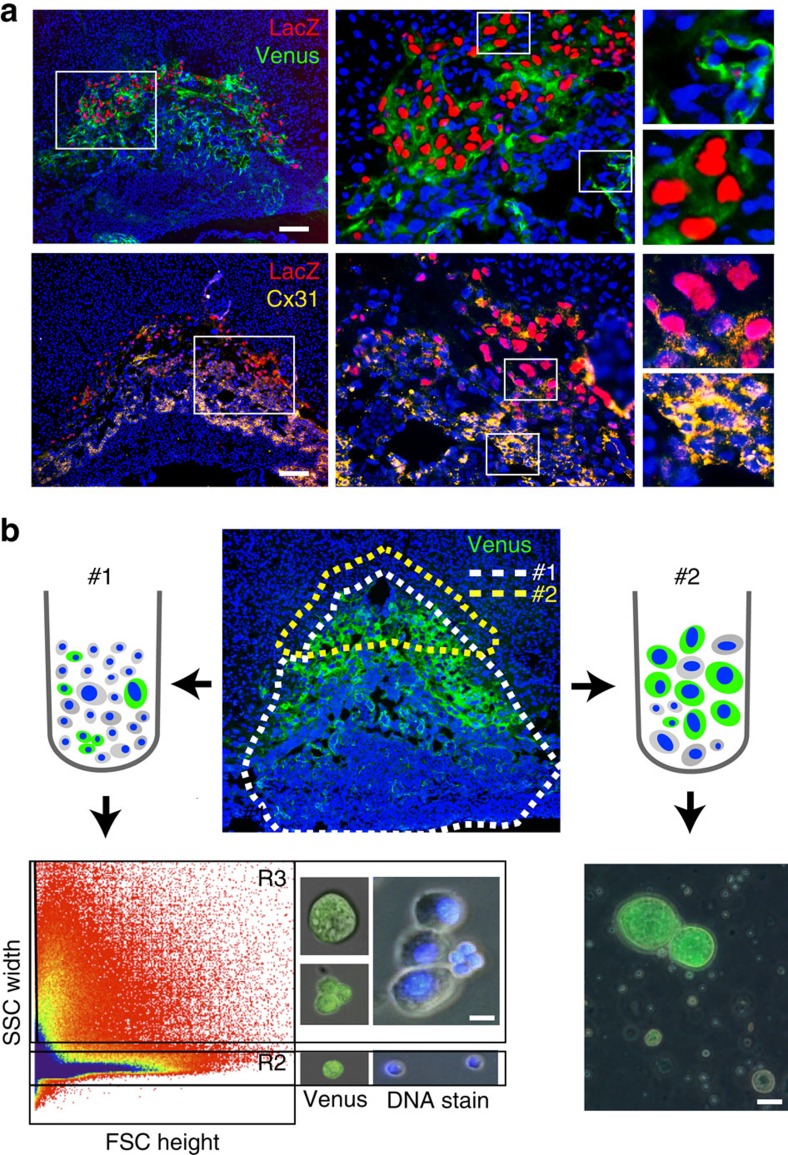
Strategies for isolation of single cells for scRNA-seq. (**a**) Expression patterns of paternally inherited *Prdm1*^*LacZ*^ knock-in and *Prdm1-Venus* transgenic reporter alleles at E9.5 substantially overlap (top). Cx31 is broadly expressed in diploid trophoblasts including LacZ+ diploid, but is undetectable in mature TGCs (bottom). Bar, 200 μm. (**b**) Cell isolation protocols for recovery of *Prdm1+* subpopulations. Bar, 10 μm.

**Figure 2:**
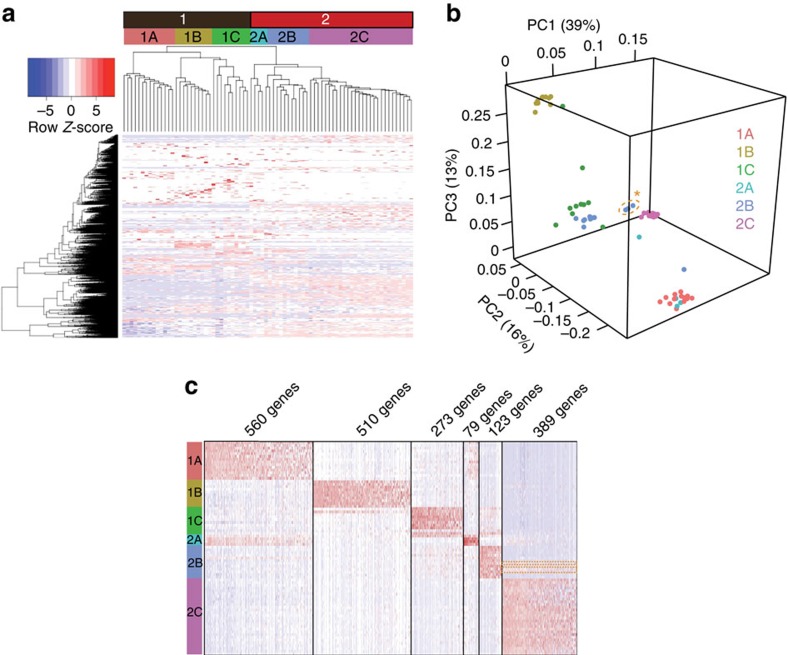
scRNA-seq analysis of *Prdm1+* placental cell populations demonstrate transcriptional profiles characteristic of distinct cell lineages. (**a**) Hierarchical clustering of scRNA-seq data from 78 samples identifies two groups (1 and 2) with three clear subdivisions, totalling six molecularly distinct populations (1A–C and 2A–C). Colour coded header bars indicate the given identifier for each group. (**b**) PCA of significantly variable genes on the basis of linear dimensional reduction revealing key relationships between groups. (**c**) Heatmap of genes significantly enriched within each individual group (*t*-test; *P*≤1 × 10^−3^). Group 2B cells expressing endothelial markers are outlined in orange.

**Figure 3:**
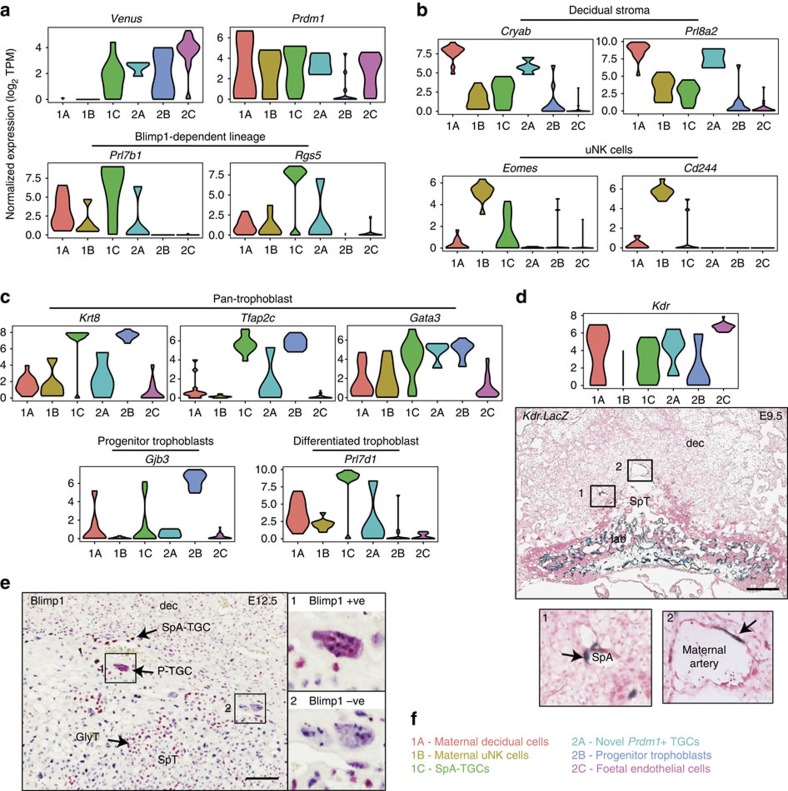
Marker genes defining discrete cell types. (**a**) Violin plots detailing expression levels of *Prdm1*, paternally inherited *Prdm1-Venus* reporter and *Prdm1*-dependent lineage markers *Prl7b1* and *Rgs5*. Scale is log_2_ tags per million (TPM). (**b**) Expression of decidual stroma markers *Cryab* and *Prl8a2* in group 1A; expression of uNK cell markers *Eomes* and *Cd244* revealing enriched expression in group 1B. (**c**) Violin plots of generic trophoblast markers *Krt8*, *Tfap2c* and *Gata3*, progenitor trophoblast marker *Gjb3* and *Prl7d1* marking differentiated trophoblasts. (**d**) Violin plot of *Kdr* expression, and X-gal staining of a paternally inherited *Kdr.LacZ* knock-in allele demonstrate expression in endothelial cells within the labyrinth and SpA-TGCs. Bar, 200 μm. (**e**) Anti-Blimp1 immunostaining of E12.5 placenta reveals Blimp1+ P-TGCs. Bar, 100 μm. (**f**) The cell types represented by the six groups. Abbreviations: dec, decidua; SpT, spongiotrophoblast; lab, labyrinth; SpA, spiral artery; TGC, trophoblast giant cell; SpA-TGC, spiral artery TGC; P-TGC, parietal TGC; GlyT, glycogen trophoblast.

**Figure 4:**
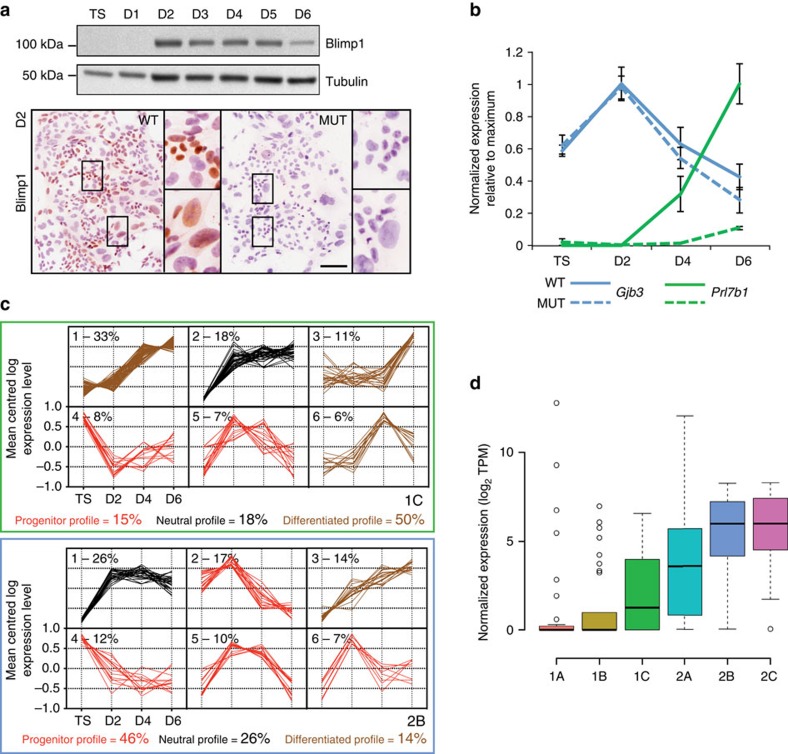
scRNA-seq data together with transcriptional profile changes during *in vitro* TS cell differentiation implicates *Gjb3+* group 2B cells as trophoblast progenitors. (**a**) The appearance of *Prdm1*/Blimp1+ diploid cells beginning at around day 2 during *in vitro* differentiation. Bar, 100 μm. (**b**) *Gjb3* is transiently upregulated early in TS cell differentiation, whilst the SpA-TGC marker *Prl7b1* is induced at late stages during wild type but not *Prdm1* mutant differentiation. Data represents mean±SEM of 6–10 samples per genotype at each stage (**c**) k-means clustering of genes defining SpA-TGCs (1C) and progenitor trophoblasts (2B). The six largest clusters per sub-group. Clusters are categorized as displaying a progenitor profile—containing genes either highest in TS cells or transiently upregulated in early differentiation; a differentiated profile—genes highest in later differentiation; or a neutral profile—genes upregulated early on exit from the TS state and remaining high throughout differentiation. Percentages of genes corresponding to progenitor, neutral or differentiated profiles are indicated. (**d**) scRNA-seq median expression per group of cell cycle-regulated genes. Boxed region, bar and whiskers represent interquartile range, median and 95% central range of the data. Outliers indicated by open circles.

**Figure 5:**
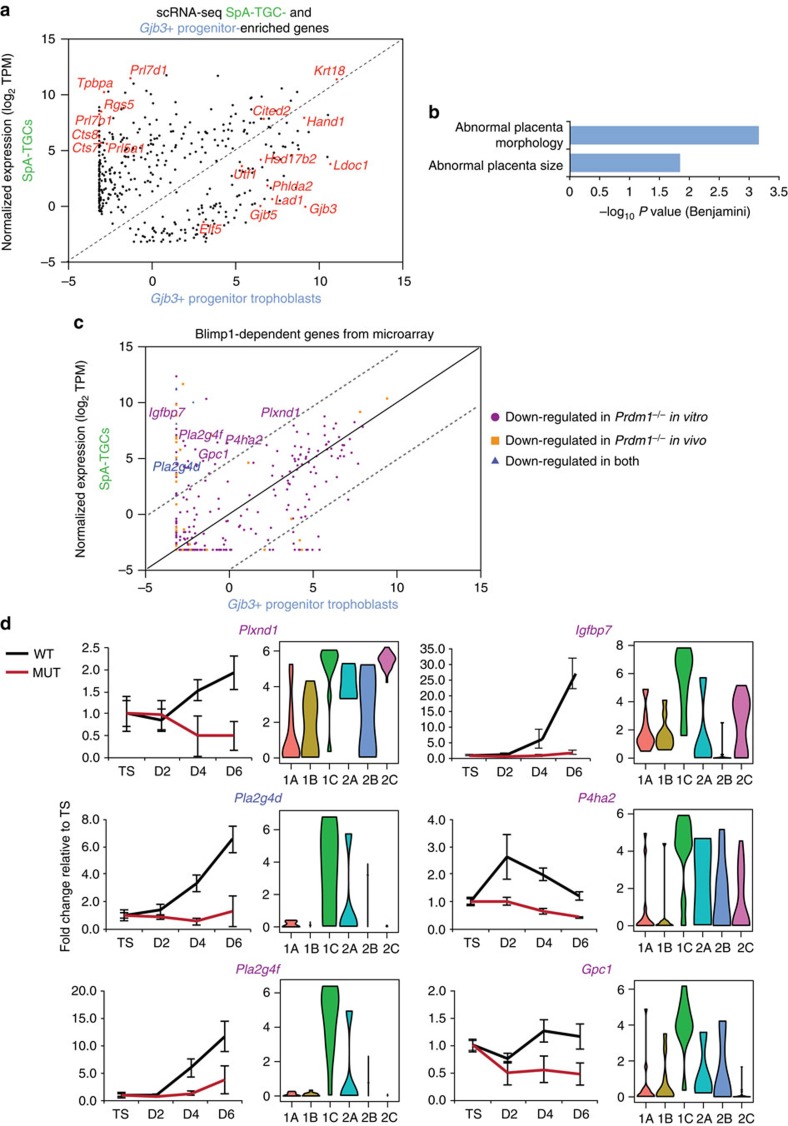
Genes expressed by *Gjb3+* progenitor trophoblasts are required for normal placenta development, whilst Blimp1-dependent genes expressed by SpA-TGCs regulate vascular function. (**a**) Scatter plot of the 396 genes enriched in SpA-TGCs and *Gjb3+* progenitors presented in Figure 2c. A subset of SpA-TGC markers and genes expressed in progenitors with deleterious placental phenotypes are indicated. Plotted are mean gene expression values within each group. (**b**) Functional annotation analysis indicating MGI phenotypes associated with genes enriched in *Gjb3+* progenitors. (**c**) Scatter plot of genes downregulated in *Prdm1* mutants *in vivo* or *in vitro*. Plotted are median gene expression values within each group. (**d**) Relative expression of genes downregulated in mutant and wild type TS cells during *in vitro* differentiation (left) in comparison with scRNA-seq data (right). Data represents mean±s.e.m. of 6–10 samples per genotype at each stage.

**Figure 6:**
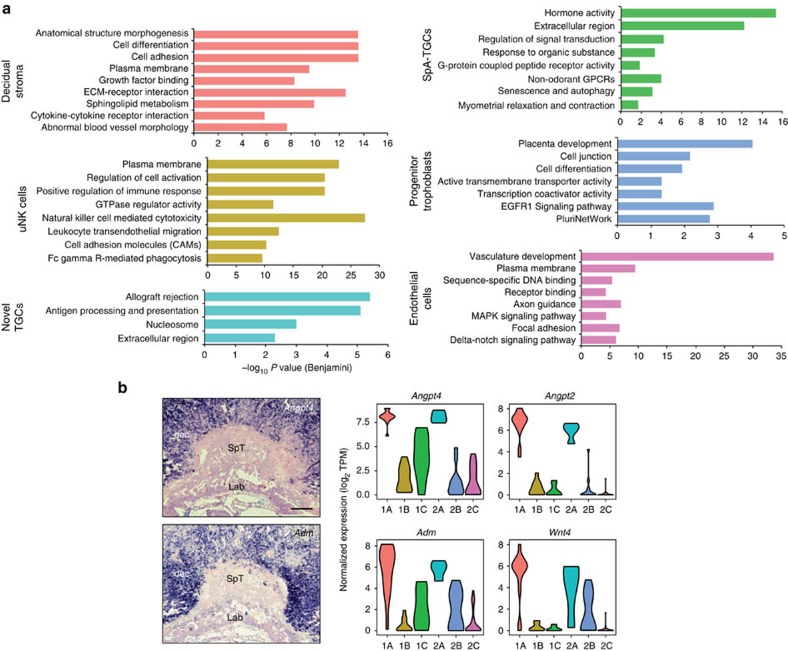
Functional annotation analysis reveals discrete activities of each cell type. (**a**) Functional annotation of genes corresponding to each of the groups as indicated in Figure 2c. the selected Gene Ontology, KEGG Pathway, Wikipathway and MGI phenotype terms are shown. Benjamini and Hochberg corrected –log_10_ *P* value from hypergeometric test is reported. (**b**) Decidual stromal cells express high levels of secreted factors regulating vascular fates. Bar, 200 μm.

**Figure 7:**
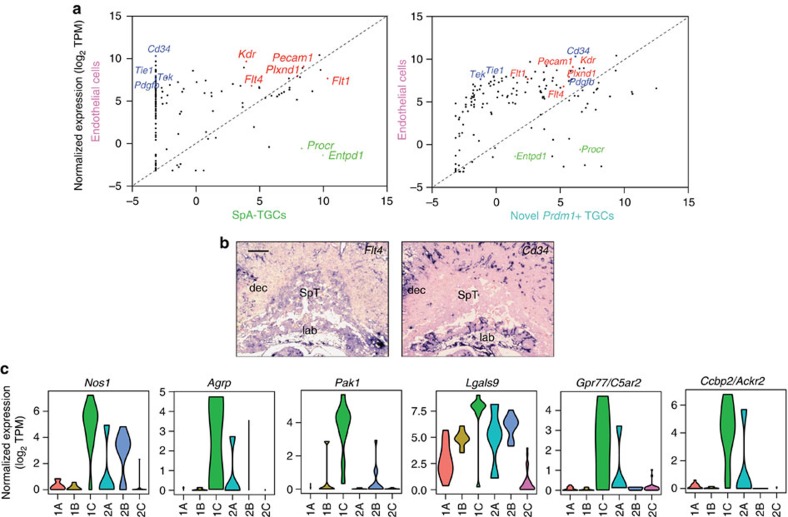
The transcriptional signatures of SpA-TGCs and endothelial cells only partially overlap. (**a**) Scatter plot of endothelial markers identified by Takase *et al*. demonstrates that the majority are expressed in allantoic endothelial cells but are not detected in SpA-TGCs. Scatter plot of endothelial cell genes compared to novel *Prdm1+* TGCs (group 2A) reveals detectable expression of almost all endothelial markers in novel *Prdm1+* TGCs. Plotted are median gene expression values within each group. (**b**) ISH reveals widespread expression of the endothelial marker *Flt4* throughout trophoblasts, but more restricted *Cd34* expression. Bar, 200 μm. (**c**) Genes enriched in SpA-TGCs are involved in immune tolerance, hormone signalling, vasodilation and trophoblast invasion.

**Figure 8:**
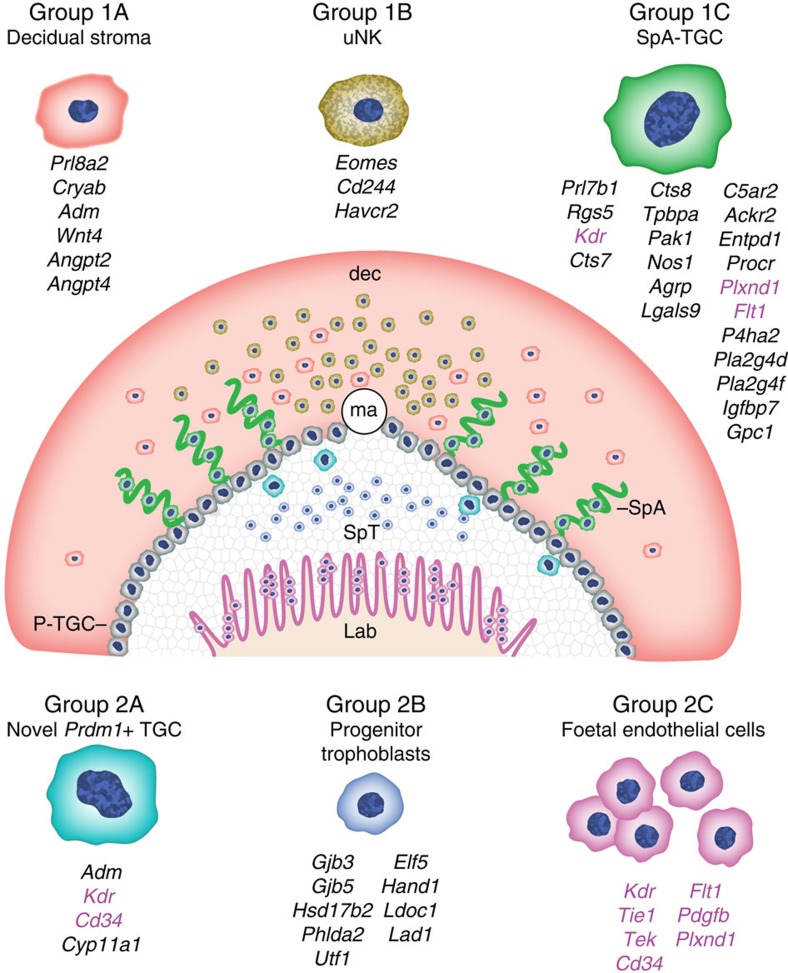
Summary of key marker genes identifying each cell type. Overview summary of the locations of the profiled cell types within E9.5 placenta and key identified markers discussed above are indicated. Vascular markers are in pink. Abbreviations: dec, decidua; ma, maternal artery; SpA, spiral artery; SpT, spongiotrophoblast layer; lab, labyrinth; P-TGC, parietal trophoblast giant cell.

**Table 1:** Summary of samples selected for scRNA-seq.

**Method**	**Small cells**	**Clusters**	**Large cells**	**Total**
#1	116	24	116	256
#2	0	0	192	192
Total	116	24	308	448

**Table 2:** Details of sample type in each group.

**Group**	**Small cell**	**Cluster**	**Large cell**	**Total**
1A	0	0	14	14
1B	0	0	10	10
1C	1	0	9	10
2A	0	0	4	4
2B	12	0	0	12
2C	11	17	0	28
Total	24	17	37	78

# Supplementary material for: Single-cell RNA-seq reveals cell type-specific transcriptional signatures at the maternal–foetal interface during pregnancy
**Source:** Nat Commun. 2016 Apr 25;7:11414. doi: 10.1038/ncomms11414
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Tables 1-2

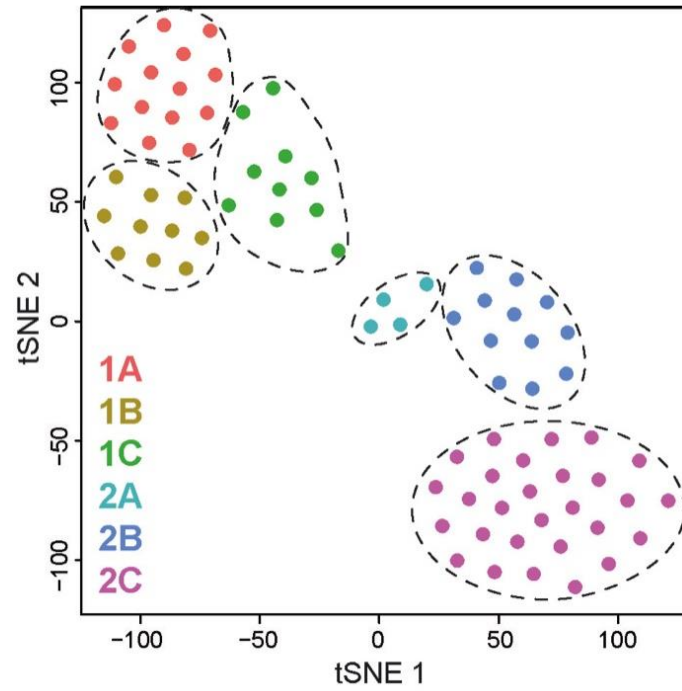

Supplementary Figure 1. tSNE plot indicating cell classifications generated using RaceID. 1A – Decidual stromal cells; 1B – uterine NK cells; 1C – SpA-TGCs; 2A – Novel *Prdm1*⁺ TGCs; 2B – Progenitor trophoblasts; 2C – Foetal endothelial cells.

a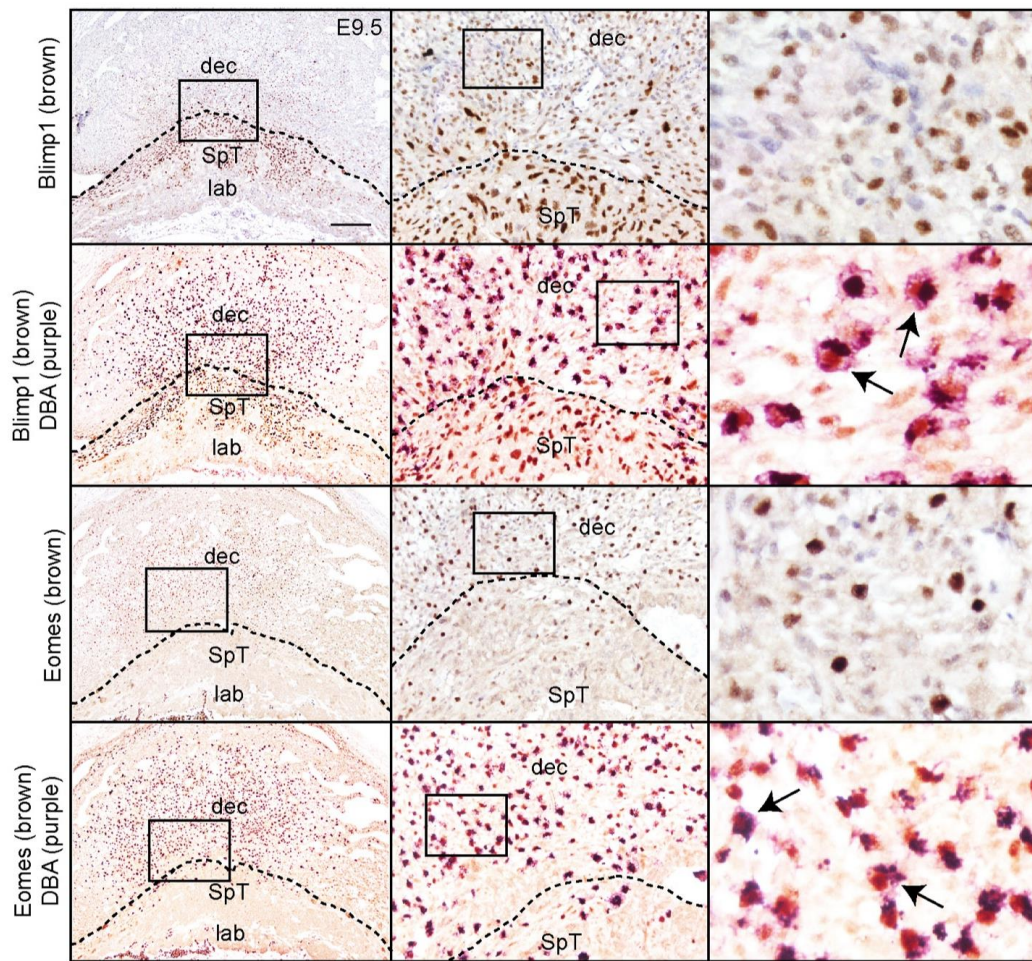**b**

Rank order gene expression in uNK vs Spleen NK1.1+

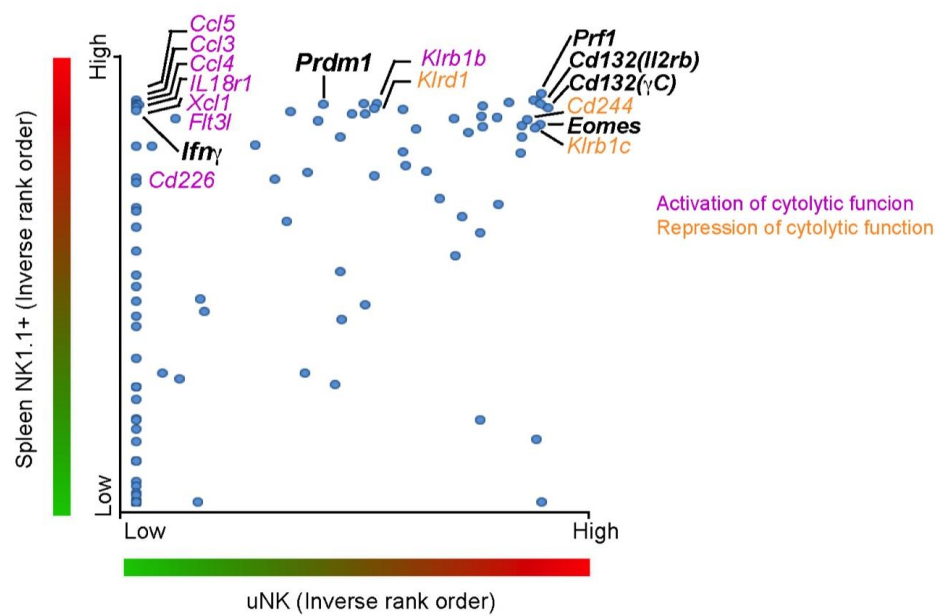

Supplementary Figure 2. uNK cells express *Prdm1* and other NK markers but lack expression of genes associated with activated cytolytic function.

(a) IHC for Blimp1 and Eomes with and without co-staining with uNK marker DBA lectin indicates that uNK cells express *Prdm1* and *Eomes*. Dotted lines demark embryonic (SpT layer) and maternal (decidua) tissues. Double stained cells are indicated with arrows. Abbreviates: dec - decidua; SpT - spongiotrophoblast; lab - labyrinth. Bar, 200 μ m. (b) Comparison of NK cell related genes (based on GO annotation) rank ordered on median expression level from our uNK cell scRNA-seq vs. Spleen NK1.1+ cell RNA-seq (GEO accession GDS2957). Similar to spleen NK1.1+ cells, uNK cells express high levels of *Prf1*, *Cd122*, *Cd123* and *Eomes*, and moderate levels of *Prdm1*. In contrast, multiple genes associated with cytolytic function are only minimally expressed in the uNK cells.

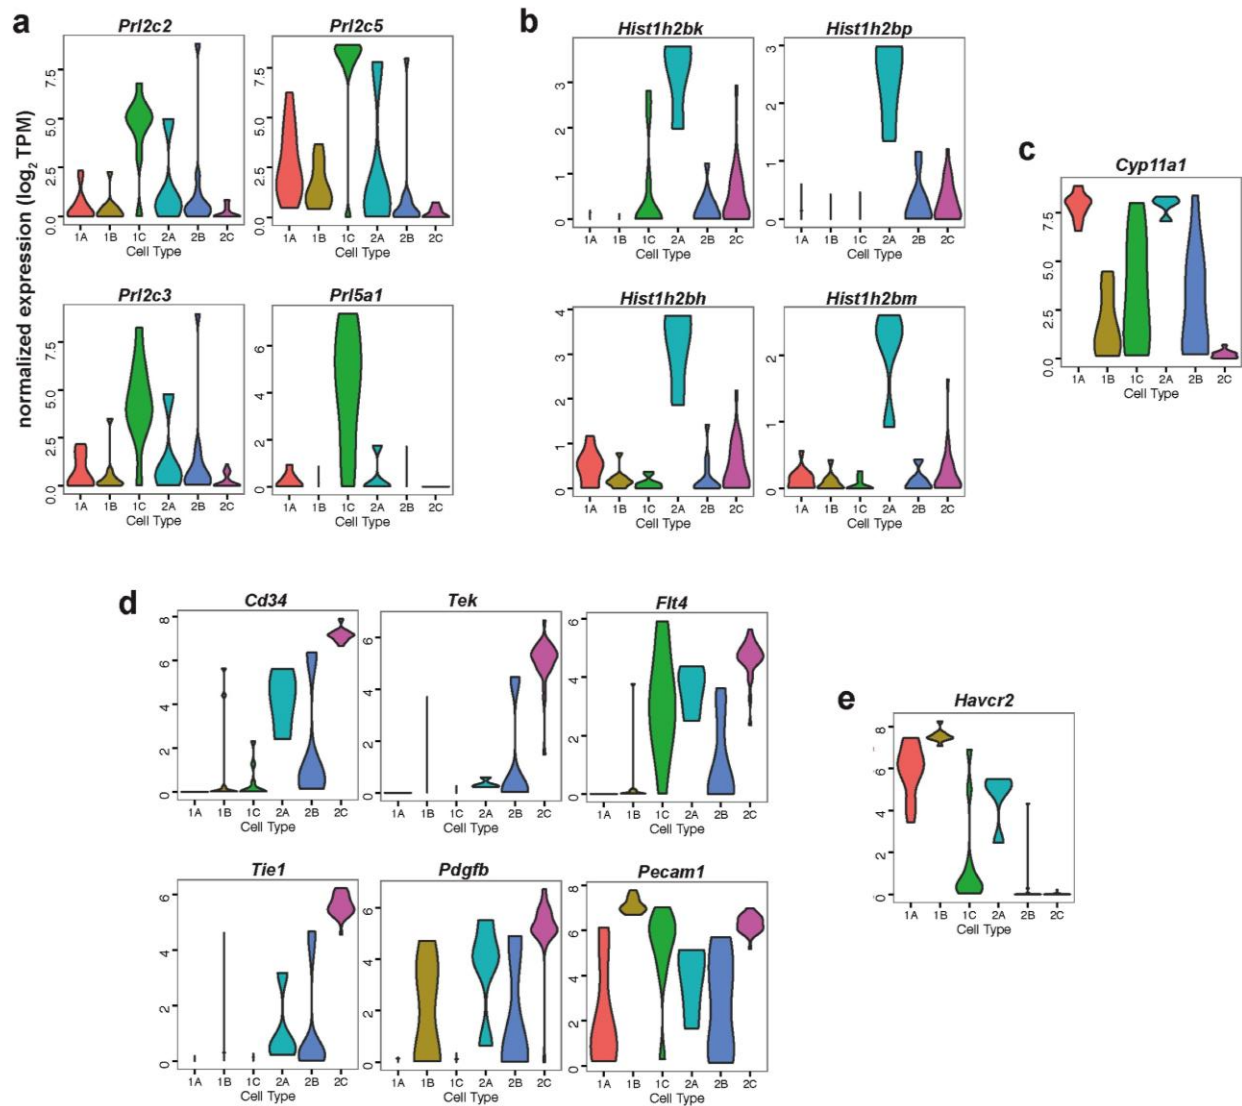

Supplementary Figure 3. Additional violin plots indicating: (a) *Prl* genes expressed in SpA-TGCs, but not GlyTs; (b) histone genes; (c) P-TGC marker *Cyp11a1*; (d) selected endothelial markers; (e) *Lgals9* receptor *Havcr2*.

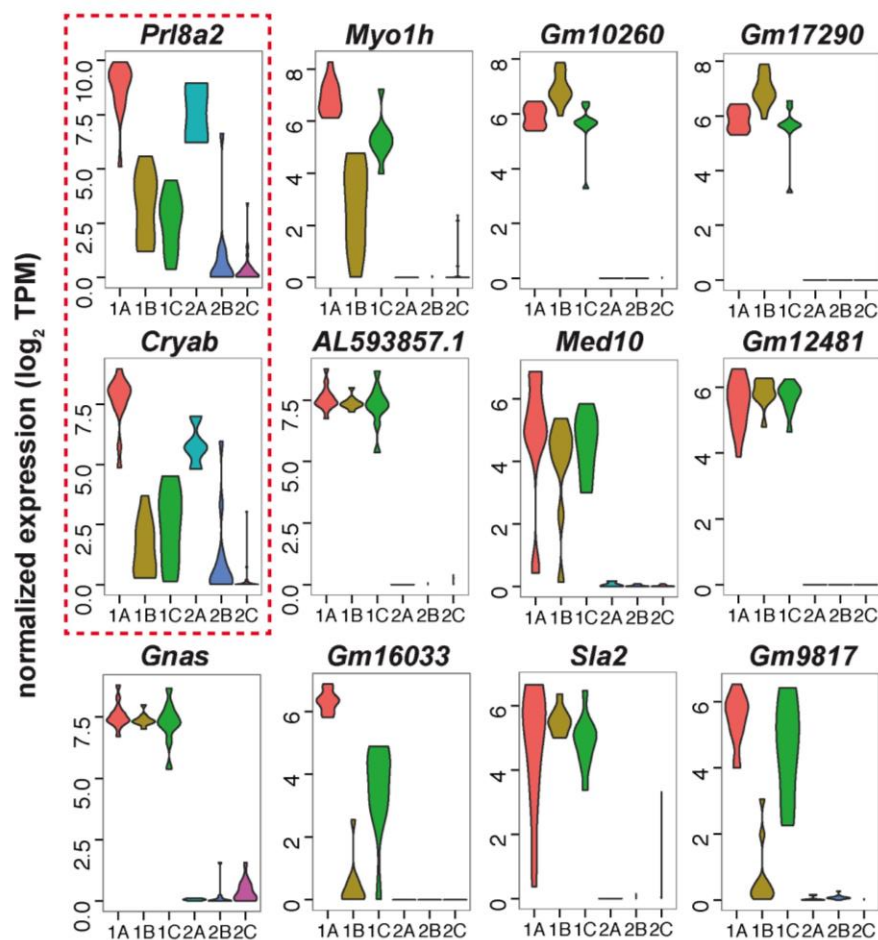

Supplementary Figure 4. Genes distinguishing decidual stromal cells (1A) and group 2A cells demonstrating that group 2A samples were not erroneous isolated as stromal:trophoblast doublets.

Shown are two commonly used decidual stromal markers which are expressed in 2A cells (red box) alongside a variety of genes which are highly expressed in decidual stromal cells (1A) but absent in 2A cells. 2A cells are therefore a distinct cell type genuinely expressing a subset of stromal markers.

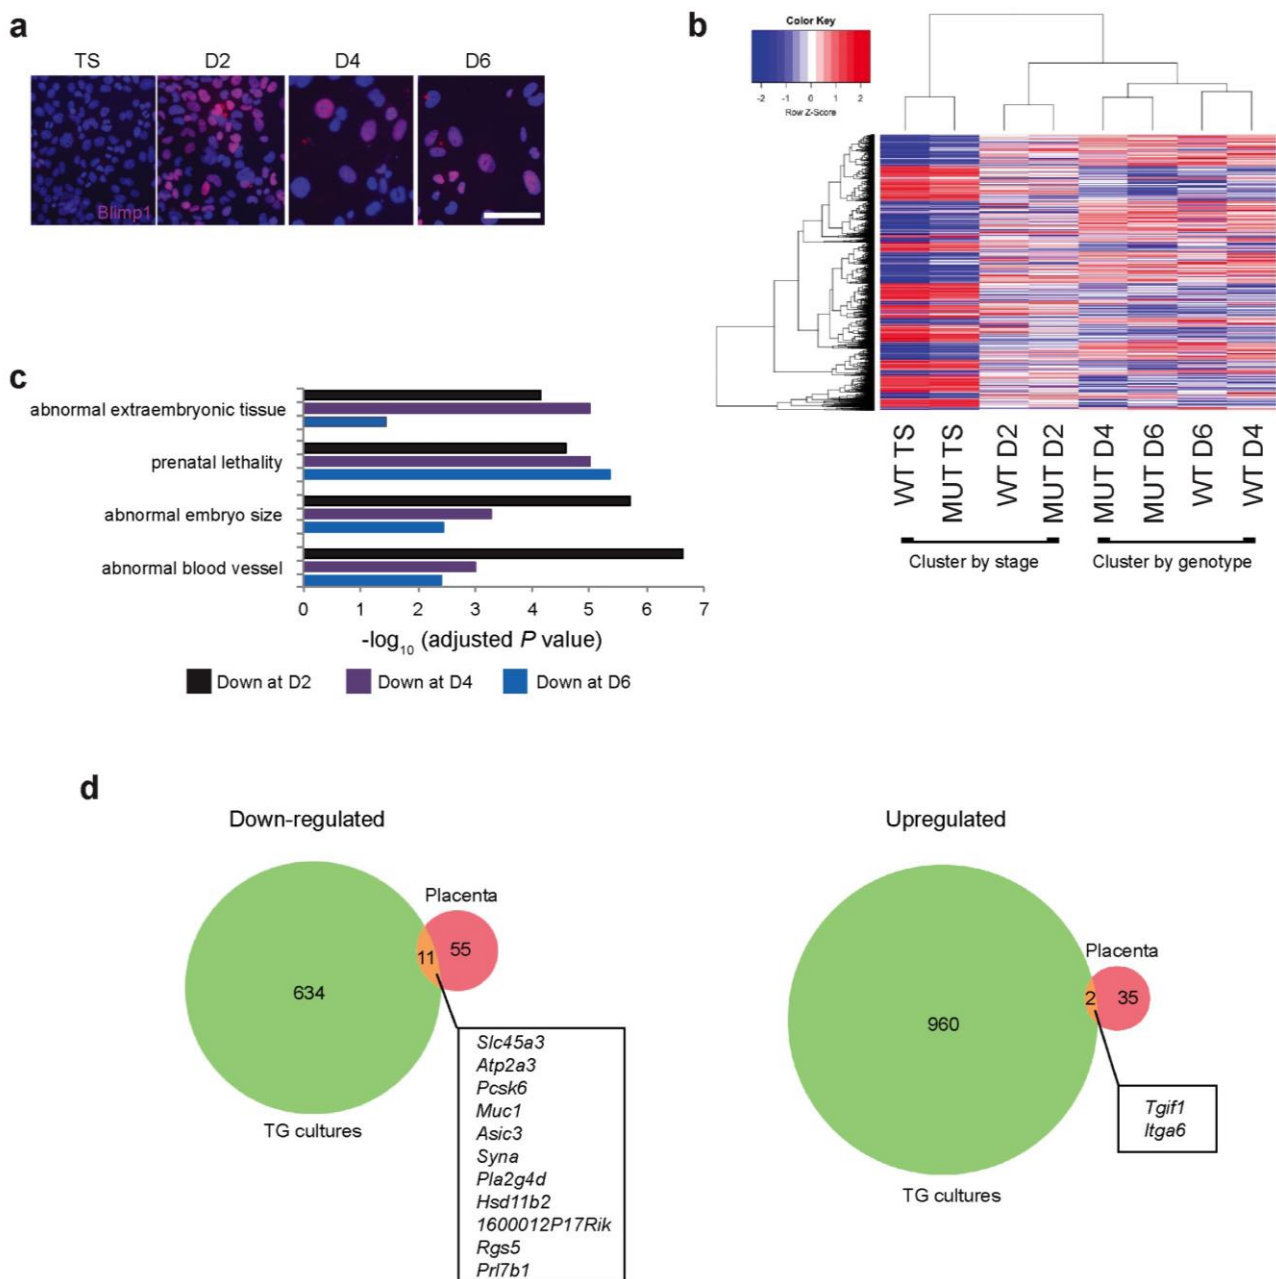

Supplementary Figure 5. Profiling Blimp1-dependent transcripts in differentiating TG cells.

(a) Immunofluorescence at two-day intervals during *in vitro* trophoblast differentiation corresponding to microarray timepoints reveals Blimp1 induced in diploid cells by day 2 and subsequently maintained in TGCs. Bar, 50 μm . (b) Hierarchical clustering of microarray profiles of mutant and wild type TS cell differentiation timecourse. (c) Functional annotation of genes downregulated ($P \leq 0.05$, Mann-Whitney U-test) at each timepoint. Reported $-\log_{10}$ adjusted P value computed from Fisher exact test by Enrichr. (d) Venn diagrams indicating

overlap between genes downregulated (left) or upregulated (right) in *Prdm1* mutant E9.5 placenta and differentiated TS cells at days 2, 4 and 6 collectively ($P \leq 0.05$, Mann-Whitney U-test).

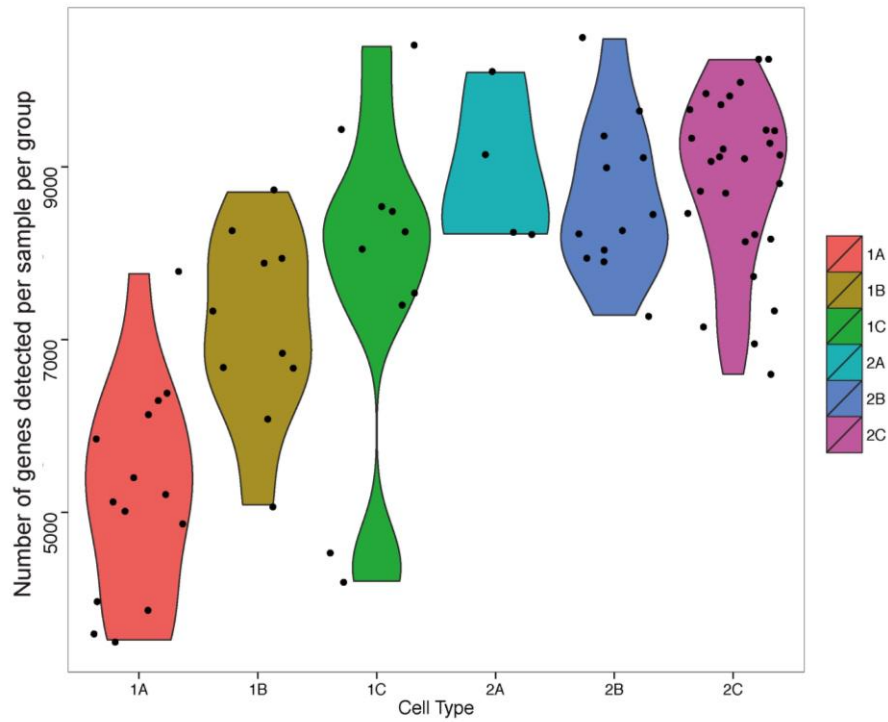

Supplementary Figure 6. Violin plot illustrating the number of genes detected per cell per group in our scRNA-seq data. 1A – Decidual stromal cells; 1B – uterine NK cells; 1C – SpA-TGCs; 2A – Novel *Prdm1+* TGCs; 2B – Progenitor trophoblasts; 2C – Foetal endothelial cells.

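The median number of genes detected was 8414 in group 1A, 10185 in 1B, 10761 in 1C, 13882 in 2A, 12711 in 2B and 13274.5 in 2C. After thinning to 5000000 reads per sample, the medians were 7503 in 1A, 9170 in 1B, 10367.5 in 1C, 11715.5 in 2A, 10906 in 2B and 11487.5 in 2C. The 10 most abundant genes took a median of 8.78% of reads in 1A, 12.0% in 1B and 3.87% in 2B. Group 1A had the fewest genes at both depths, among libraries with a low share of reads assigned to genes.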

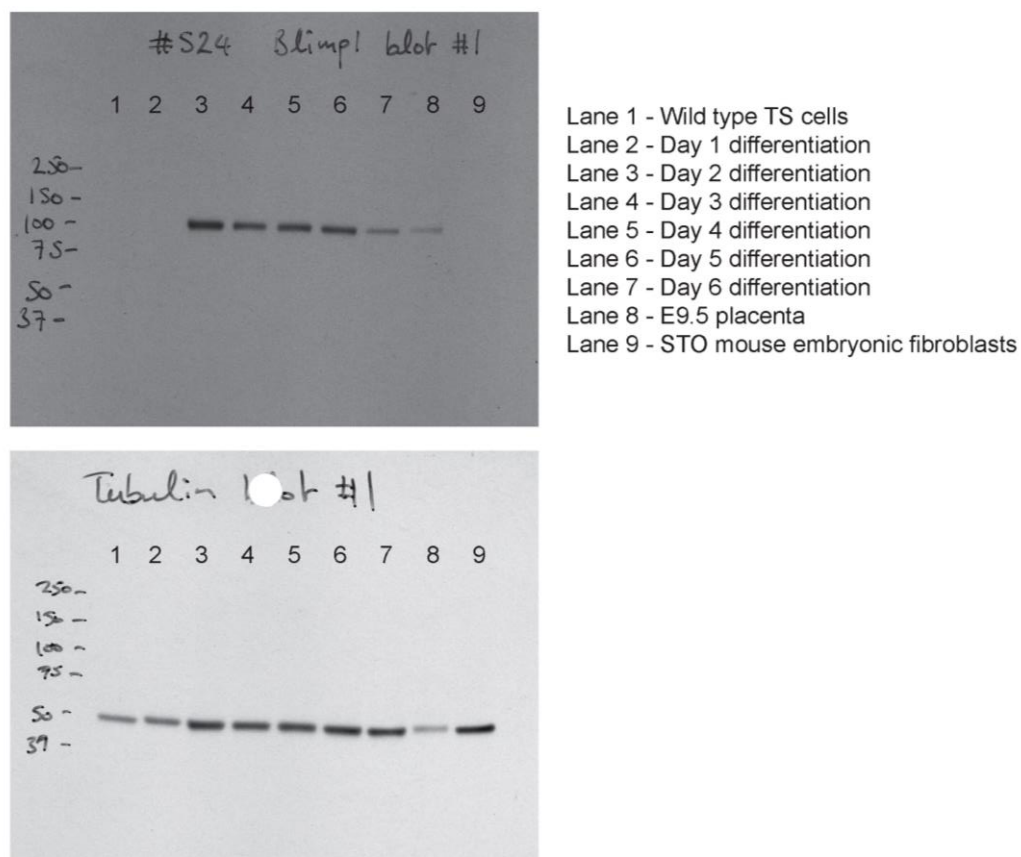

Supplementary Figure 7. Uncropped Western blots as shown in Figure 4a. Upper and lower blots probed with anti-Blimp1 and anti-Tubulin antibodies respectively.

Supplementary Table 1. Primers used in this study

Gene	Purpose	Forward primer	Reverse primer
<i>Adm</i>	Cloning	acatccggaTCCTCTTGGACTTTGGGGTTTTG	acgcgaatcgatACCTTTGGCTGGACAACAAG
<i>Angpt4</i>	Cloning	atcctaggatccAGCTTAACAGCCTCCAAG	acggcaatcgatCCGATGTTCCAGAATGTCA
<i>Gapdh</i>	qPCR	TGCACCACCAACTGCTTAGC	GGCATGGACTGTGGTCATGAG
<i>Gjb3</i>	qPCR	GGGGCTCTCCATCAGACATA	ACCTGCTAGCCACACTTGCT
<i>Prdm1 #1</i>	qPCR	TTGTGAGCCAAGCCATGTAA	GAGGTGCTCTGCTCTCTGGT
<i>Prdm1 #2</i>	qPCR	TTGATTGCGGTCAGATCCTC	AAGTGTGCCCAGTGTCACAA
<i>Prdm1 #3</i>	qPCR	GCCTCATTTATGCCCTGAGA	GGTGAATCAGGGTGCCTTTA
<i>Prdm1 #4</i>	qPCR	GGCTCCACTACCTTATCCTG	TCCTTTTGGAGGGATTGGAGTC
<i>Prdm1-Venus #1</i>	qPCR	ACCCTGAAGCTGATCTGCAC	GGTCTTGTAGTTGCCGTCGT
<i>Prdm1-Venus #2</i>	qPCR	ACTCATCTCAGAAGAGGATCTG	CACAGTCGAGGCTGATCTCG
<i>Prl7b1</i>	qPCR	GTTAGCGAAATGCTCACC GAAG	AGTGGCAAAGTGTGGCAACTG
<i>Tfap2c</i>	qPCR	GTGAGGTCTTCTGCTCGGTC	CTCTTCTGAGCACACCTCCC

Supplementary Table 2. Summary of correctly paired mapped reads per samples.

Sample name	Properly paired reads	Sample name	Properly paired reads
Cell 1	34853538	Cell 40	42770792
Cell 2	45726070	Cell 41	29835451
Cell 3	43378758	Cell 42	43445714
Cell 4	34984103	Cell 43	35726464
Cell 5	36987994	Cell 44	28201660
Cell 6	42907706	Cell 45	28452007
Cell 7	42968631	Cell 46	37039781
Cell 8	39202283	Cell 47	54847668
Cell 9	35072620	Cell 48	62619164
Cell 10	55790064	Cell 49	68912278
Cell 11	47303801	Cell 50	70460732
Cell 12	48308072	Cell 51	55127464
Cell 13	45492107	Cell 52	35055694
Cell 14	50674157	Cell 53	34867804
Cell 15	49126995	Cell 54	43660870
Cell 16	50159315	Cell 55	37194051
Cell 17	66414161	Cell 56	47662674
Cell 18	47815616	Cell 57	37192782
Cell 19	42726266	Cell 58	45341817
Cell 20	47879845	Cell 59	33877782
Cell 21	52428475	Cell 60	63662152
Cell 22	47284164	Cell 61	72124638
Cell 23	55011128	Cluster 1	41559261
Cell 24	62978785	Cluster 2	49062841
Cell 25	46621289	Cluster 3	47626176
Cell 26	42615313	Cluster 4	49483438
Cell 27	42081646	Cluster 5	49974792
Cell 28	48407551	Cluster 6	69648934
Cell 29	26466855	Cluster 7	51807236
Cell 30	46546398	Cluster 8	50772598
Cell 31	30302627	Cluster 9	50831794
Cell 32	41104633	Cluster 10	44875659
Cell 33	32430706	Cluster 11	52402982
Cell 34	52411381	Cluster 12	45983800
Cell 35	42548963	Cluster 13	43007421
Cell 36	39351233	Cluster 14	55110218
Cell 37	43316459	Cluster 15	48859382
Cell 38	32306547	Cluster 16	52289117
Cell 39	37346367	Cluster 17	62186013

How the deposited data were processed for this re-analysis (not part of the article)

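Transcripts were measured by RNA sequencing in 78 samples of mouse placenta at E9.5, 17 of which held 2 to 3 cells and the other 61 a single cell each. The authors deposited log2 CPM (scaled read counts): reads were mapped with Stampy to mm9, counted per gene of the Ensembl annotation with HTSeq, scaled by trimmed means in edgeR, and logged with a prior count (mean 2.01 reads as found from the values). The paper states that the scaling factors came from pairs of samples inside its 6 groups. Differences between groups therefore rest on values for which no scaling between groups is described. The versions of HTSeq, SAMtools and edgeR are not given in the sources used here, and the counting is not stated to use strand. The file holds 37992 genes and 78 columns, and 0 columns of other samples. Placentae were pooled 3 at a time and no animal, litter or pool is named for a cell, so the cells were taken as 1 sample and no p-value or count of changed genes was made from them.

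From the deposited log2 values, whole reads were recovered (all low values whole within 0.02 reads). Depth was thus known per sample and limits the precision of each share. For comparisons of detection across depths, samples were thinned to 5000000 reads, and intervals of shares are exact Clopper-Pearson intervals at 95%. A gene was detected where its value lay above the value for no reads, and genes detected in at least 3 samples (the paper's filter) were used. The reference annotation (NCBIM37, mm9) matched 37204 of the gene IDs, and gave positions, overlaps and biotypes. 349 gene symbols stood on more than 1 row.

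Cells were clustered on 20554 genes (the genes of all fixed lists left out) and clusters were matched to the paper's groups through the genes of Supplementary Data 1. The paper's text names no distance or linkage for the hierarchical clustering, and the Spearman metric it names for RaceID was used, with Ward linkage. The genes named in the text are every gene the paper names for these data, the genes on the fixed lists, and for 4 comparisons of groups the 10 genes with the largest difference each way, a rule fixed before the data were examined. Named outside this rule, and chosen after their values were seen, were leading genes of each group against all other samples and genes detected on 1 side only of the divide between 1A to 1C and 2A to 2C. No doublet caller was run, as cells were chosen under the microscope and picked by pipette, and 78 samples are too few for it. List medians were set against 10000 random lists of the same size matched on level, and the median of a list with an odd number of genes is the level of 1 of its genes. Marker lists include genes that the paper names for these samples, so their levels in the paper's groups are not independent evidence. Groups of cells served for differences of mean log2 values and for shares, with the alternatives of clustering, detection, scaling, pseudocount and summary given with the results that moved. Clusterings with Euclidean distance, Pearson correlation or Spearman correlation with complete linkage did not recover the 6 groups, and 2 further alternatives (without Cell 20, and with Cells 20 and 31 in 1C) were added after the data were seen. The levels named in the text that moved by over 1.5 times without Cell 31 in 1A or without Cell 20 in 2B are given without that cell as well. Staining and array experiments were not analysed here.

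Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and clustering ran in R 4.3.3. The steps were tested on simulated data with known groups: 78 of 78 samples came back to their groups (77 with the second random 50% of the genes), 100 of 100 raised genes were higher with a median difference of 2.94 for a true 3 log2 units, and 37 of 40 random lists lay between the 5th and 95th percentile. The Euclidean, Pearson and Spearman complete-linkage clusterings also returned 78 of 78 there, though they did not recover the 6 groups of the real data. The simulated groups were thus easier to find, and the result does not bear on the assignment of the real samples. The fixed lists whose results are not given at a claim had these medians: dissociation response (10 genes) 3.05 in 1A, 3.89 in 2A and 5.73 in 2C; visceral endoderm (6 genes) -3.16 in 2B and -2.86 in 2A. The paper's gene sets of Fig. 3, Fig. 5, Figs 6 and 7 and Supplementary Figs 3 and 4 had medians in 1C of 3.55, 6.59, 4.50 and 7.01. X inactivation genes (2 genes) had a median of 2.42 in 1B and Y-linked genes (6 genes) -2.10 in 1C.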

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

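The tests of overlap within each side of the divide, of pseudogene copies, of Cell 20, of the share of reads assigned and of foetal against maternal cells were chosen after the result was seen, as were the 90% and 10% limits that define the genes of each side, and the rule for abundant genes and the comparison with random draws in the decidual test; as was the endothelial test on genes not used to pick the cells; the other tests were written down before. The genes named for the divide were chosen after their values were seen. In the endothelial test, detection was set at 2 log2 units above no reads, and a gene was taken as lacking where the median of the other 2B cells lay below 0.

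In 33 groups of values, 3 samples lay far from the rest of their group, where chance alone gives about 1 in 20 groups. In group 1B, Cell 44 had a median of 6.199 over the endothelium list, with the next sample at -1.53. In group 1C, Cell 30 had 6893 genes detected, with the next lowest at 10418, and Cell 61 had a median of 5.54 over the G2/M genes, with the next highest at -1.04. Y-linked transcripts, which the paper does not report, were found in 3 of 15 samples of 1A, 8 of 8 of 1C, 4 of 4 of 2A, 12 of 13 of 2B and 27 of 28 of 2C, and in 0 of 10 of 1B.

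Some genes were detected on 1 side of the divide between groups 1A to 1C and 2A to 2C without exception: Gzma, Gzmb and Fcrl6 in every sample of 1A to 1C and none of 2A to 2C, Cdc42ep1 and Gm8991 in the reverse way, and 12 and 59 genes when Cell 20 was left out. A difference between foetal and maternal cells was tested with genes of every 1A and 1B sample and no 2A to 2C sample. The foetal group 1C had 93.8% of 4 such genes. These include Gzma, Gzmb and Fcrl6, which are leading genes of 1B (12.63, 11.88 and 12.38), so the 4 genes decide nothing. With Cell 20 left out, 1C had 98.1% of 13 genes. For those 13 genes this argues against a difference between foetal and maternal cells, though Gzma, Gzmb and Fcrl6 are among them. Over both sides together, overlap with another gene was no more common than among matched genes (ratio 0.695), and for the 334 genes missing from 1A to 1C the ratio was 0.287, so overlapping gene models do not account for those. For the 55 genes missing from 2A to 2C the ratio was 3.22 (80% against 24.8%, and 49.1% against 1.77% overlapped over more than 50% of their length on the opposite strand), and the 334 genes held 3.94 times the matched share of pseudogenes (53.0% against 13.5%), so reads of overlapping genes and of near-identical copies may have been counted differently in the libraries of the 2 sides. The share of reads assigned to genes cannot be told apart from the groups. It overlapped between the sides through Cell 20 alone (gap -5.86 percentage points, 20.2 without it). Cell 20 also had 82.3% of 62 genes of the 1A to 1C side (other 2B samples 0% to 8.06%) and 33.4% of 356 genes of the other side (others 84.0% to 98.6%). This decides nothing. Its score for the 2B genes was 0.059 (others 1.117 to 1.74) and that for the 1C genes -0.004, which leaves its type open by score. The order of the deposited columns places Cell 20 among the samples of 1C. In a cell of 1C the test would show nothing, and the shares of the sides would not overlap. The paper's 2 methods of isolating cells stay open too. By its Tables 1 and 2 all small cells and clusters, and so the paper's samples of 2B and 2C, came from the first method. The method of the large cells (1A, 1B, 2A and most of 1C) is not given per sample in the sources used here.

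Decidual genes were high in the 4 samples of group 2A. RNA of a decidual cell mixed into each sample cannot be told apart from transcription in the cells themselves: of 144 abundant genes of 1A that 2B and 2C lack (split genes left out), 6.25% were detected in no 2A cell, between the limits set for either answer, and with all 156 genes or with the 105 free of opposite-strand overlap and pseudogenes the share was 11.5% or 0%. The difference 2A minus 1A was not constant over the 144 genes (median -0.85, SD over genes 4.16, against at most 2.19 in 100 random draws of 4 samples of 1A), and 51 of them were higher in 2A. Over the 105 genes the median was -0.25 and the SD 2.94, against at most 2.31. The draws set samples of 1A against others of 1A, so they hold no difference between libraries of 1A and 2A. The wider spread therefore does not decide about mixing. Maternal together with male foetal RNA stays open as well. Reads of both Xist and a Y-linked gene were found in 3 of 4 samples of 2A, 3 of 8 of 1C, 5 of 13 of 2B and 10 of 28 of 2C. With detection at 2 log2 units above no reads the numbers were 2 of 4, 2 of 8, 1 of 13 and 2 of 28. In 0 cells of 2A was Xist above the limit set (4.42 against 6.98). That limit rested on 1 cluster of 2 to 3 cells with Y-linked reads near the value for no reads (-2.74). The highest Xist in a single 2B or 2C cell with clear Y-linked transcripts, 5.49, rests on 1 cell that itself had both, so neither limit decides. The common signalling that the paper proposes was not tested.

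Endothelial genes were high in 3 samples of group 2B, Cells 15, 9 and 14. Of 141 abundant genes of the 2C list that the other 2B samples lack, they had 95.7%, 92.2% and 92.9%, which decides nothing, since the cells were picked by the genes of this list. Of 147 other genes that are abundant in 2C and were chosen as low in the rest of 2B, and which took no part in picking the cells, they had 94.6%, 91.8% and 93.9%, at medians -0.82, -1.11 and -1.04 log2 units from the 2C means, and Cell 6, the highest of the rest, had 67.3%. A candidate explanation is RNA of an endothelial cell in these samples, since nearly all of these genes came together (lowest 91.8%). A single cell with both programmes would give the same values, and no biological explanation was tested.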

How the results depend on the processing

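The 2 alternatives, without Cell 20 and with Cells 20 and 31 in group 1C, were chosen after the data were seen. The cause of each shift below was not tested. The 3 planned clusterings with another distance or linkage did not recover the 6 groups and left Cell 20 alone in 2B, and most shifts below come with them. With listed genes included, 1 cluster more or a random part of the genes, all 78 samples kept their groups, so the 65 results were unchanged by construction. For a difference between groups the set limit was the larger SD across samples of the groups compared. When each sample of 2A was left out in turn, all 41 results carried stayed within the set limits. Most of them compare groups other than 2A and could not change. With upper quartile scaling 45 of 45 results stayed within the limits, with single cells only 41 of 41, and without the lowest 25% of genes in the lists 13 of 13. With single cells only, just the results that involve 2C could change, since all clusters lie there. No paired analysis was possible because the samples carry no replicate numbers. Gene lists were carried through the alternatives as differences between groups; their levels moved more often, in 102 of 222 cases with a pseudocount of 1, 66 of 185 with Pearson correlation, 33 of 185 with Spearman correlation, 31 of 222 with medians and 28 of 222 with Euclidean distance. With Pearson correlation and average linkage: samples in 1B 17, samples in 1C 2, samples in 2A 0, samples in 2B 1, samples in 2C 44, median 1C-gene difference (1C minus 2B) 6.22, 2B genes higher in 2B 34, 2C genes near 2C in 1C 3, highest share of 2C genes in a 2B cell 56.3%, uterine NK, 1B minus 1A 7.17, progenitor trophoblast, 2B minus 2C -3.33, Flt4, 2C minus 1C -3.34. With Spearman correlation and complete linkage: samples in 2A 0, samples in 2B 1, samples in 2C 44, median 1C-gene difference (1C minus 2B) 6.72, 2B genes higher in 2B 29, median 2B-gene difference 1.34, 2C genes near 2C in 1C 5, highest share of 2C genes in a 2B cell 56.3%, progenitor trophoblast, 2B minus 2C -3.33, Flt4, 2C minus 1C -0.16, Pecam1, 2C minus 1C -0.20. With Euclidean distance and complete linkage: samples in 2B 1, median 1C-gene difference (1C minus 2B) 6.72, 2B genes higher in 2B 29, median 2B-gene difference 1.34, endothelium genes near 2C in 2A 3, 2C genes near 2C in 1C 5, 2C genes near 2C in 2A 43, highest share of 2C genes in a 2B cell 56.3%, progenitor trophoblast, 2B minus 2C -3.33, G2/M, 2B minus 2A 4.83, replication-dependent histones, 2A minus 2B 4.32, Flt4, 2C minus 1C -0.20, Pecam1, 2C minus 1C -0.015. With detection at 2 log2 units above no reads: samples with both Gjb3 and Prl7d1 9, genes in every 1A-1C and no 2A-2C sample 1, genes in every 2A-2C and no 1A-1C sample 5, endothelium genes in under 50% of 2A 1, 2C genes in under 50% of 2A 193, highest share of 2C genes in a 2B cell 72.1%, median share of 2C genes in 2B cells 21.7%, 1A samples with a Y-linked gene 1, 1A samples with both 1, 2B samples with a Y-linked gene 6, 2B samples with both 1, 2C samples with a Y-linked gene 17, 2C samples with Xist 6, 2C samples with both 2. Without Cell 20: genes in every 1A-1C and no 2A-2C sample 12, genes in every 2A-2C and no 1A-1C sample 59, median share of 2C genes in 2B cells 63.6%. With Cells 20 and 31 in group 1C: genes in every 1A-1C and no 2A-2C sample 9, genes in every 2A-2C and no 1A-1C sample 57, endothelium genes near 2C in 1C 1, 2C genes near 2C in 1C 0, median share of 2C genes in 2B cells 63.6%, 1A samples with both 1. With medians over cells: median 1C-gene difference (1C minus 2B) 6.72, SpA-TGC, 1C minus 2B 14.36. With a pseudocount of 1: median 1C-gene difference (1C minus 2B) 3.67, SpA-TGC, 1C minus 2B 9.07, replication-dependent histones, 2A minus 2C 1.39. With each cell assigned on its own: 2C genes near 2C in 1C 0. Of the differences of named genes, 5 moved with a pseudocount of 1, all to smaller values (Venus, 2C minus 1A 5.299; Eomes, 1B minus 1A 6.93; Cd244, 1B minus 1A 7.75; Gjb3, 2B minus 2C 8.87; Tpbpa, 1C minus 2B 11.52), and 4 with Pearson correlation, 3 of them to smaller values (Eomes 6.30, Cd244 6.16, Gjb3 7.74) and 1 to a larger (Pla2g4d, 1C minus 2B 11.81); 1 moved to a smaller value with Spearman correlation and 1 with Euclidean distance.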

Differences from the paper's values

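The alternative with Cells 20 and 31 in 1C and the limit for 2B cells with endothelial genes were chosen after the result was seen. The legend of Fig. 3 gives its scale as log2, while the highest levels read by eye lie near the values here on the scale of the natural log of the value plus 1: the paper's highest Prl8a2 in 1A is about 10 in Fig. 3b, read by eye, against 9.94 on that scale here and 14.35 on log2, so both scales are given. The readings were made with the values of the file known.

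In Fig. 6b the paper's highest Angpt4 in 1C is about 7.0, read by eye, against 1.25 here, and the highest Angpt2 in 1C is about 1.3, against 6.97 here, both on the natural-log scale (1.38 and 10.06 on log2). In 1A the paper's highest Angpt4 is about 9.0, against 8.03 here, and its highest Angpt2 about 8.1, against 8.96 here, both read by eye. Both genes are high in 1A in the figure and here. With the gene names exchanged, the values lie close in 1A and in 1C. Angpt4 in the figure (about 9.0 and 7.0) lies near Angpt2 here (8.96 and 6.97). Angpt2 in the figure (about 8.1 and 1.3) lies near Angpt4 here (8.03 and 1.25). This match was seen after the values were known, and regrouping the samples cannot test it. Which names hold is left open. In situ hybridization with an Angpt4 probe, in the same figure, stained the decidua, which does not settle the difference in 1C. The values here follow the Ensembl identifiers of the file (ENSMUSG00000031465 for Angpt2 and ENSMUSG00000027460 for Angpt4). The difference in 1C stayed under every grouping tried: Angpt4 was 1.33 with Euclidean distance, Pearson or Spearman correlation, each cell on its own and Cells 20 and 31 in 1C, and Angpt2 was 6.97 throughout.

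The paper states that 15402 genes were detected, and 21006 were found here at its stated filter. With detection at 2 log2 units above no reads the number was 17556, in at least 10 samples 17152, and without a filter 24914, and none of these reaches the paper's.

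Table 2 of the paper gives 14, 10, 10, 4, 12 and 28 samples for 1A to 2C, and the clustering here gave 15, 10, 8, 4, 13 and 28. With Cells 20 and 31 in 1C, an alternative chosen after seeing the values, the numbers are those of the paper, and the highest Gjb3 in 1C becomes 6.17 on the natural-log scale, where Fig. 3c shows about 6.2, read by eye, and the clustering gives 5.25. The deposited columns do not follow the sample numbers. Cut into runs of the Table 2 sizes, they match the groups here except for Cells 20 and 31. Both cells fall in the run of 1C. The columns carry no group names, but their order points to both cells being in the paper's 1C. The levels given here keep the groups of the clustering. The paper's 396 genes enriched in 1C and 2B are 392 in the copy used here. The paper's 3 cells of 2B with endothelial genes were found as 3, with a limit (median of the 2C genes above 0) set with the 3 cells known; the Euclidean, Pearson and Spearman complete-linkage clusterings gave 0.

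The paper places Cd123 among strongly expressed genes of 1B, and Il3ra was low there (-0.25 ± 3.17), while Eomes, Il2rb and Prf1 were high. The paper finds Prdm1 in a small minority of 2B, and 6 of 13 samples had reads of it, 4 of 13 with detection at 2 log2 units above no reads and 3 of 12 when Cell 20 was left out as well, an alternative chosen after seeing the values, so the stricter limit gives the paper's minority. It gives similar Flt4 and Pecam1 in 1C and 2C, where Fig. 7a plots medians. The differences of means here (2C minus 1C) were 2.17 and 1.46, an unlike measure. With medians over cells neither difference turned negative or moved beyond its set limit. Both turned negative in other groupings, but most samples of 2B joined 2C there. Those groupings thus do not compare 1C with endothelial cells alone. The paper also stained Flt4 by in situ hybridization in trophoblasts, which was not analysed here. Most of the endothelium list was far lower in 1C. The legend of Fig. 7 likewise reports most endothelial markers as undetected in SpA-TGCs. The paper's exceptional cell of 1C had high Gjb3 with low Prl7b1 and Prl7d1; Cell 20, with Gjb3 at 8.90 and no reads of Prl7b1 or Prl7d1, clustered with 2B here.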

Other observations

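No test in this part was planned, and the genes of the cells named were chosen after their values were seen. Genes of MHC class I, which present peptides to T cells and NK cells, had a median (17 genes) of 5.52 in 2A, 0.50 in 2C, 0.21 in 1C and -0.12 in 2B, and in the maternal groups 5.01 in 1B and 2.02 in 1A. H2-K1 stood at 10.46 ± 2.25 in 2A, 6.71 ± 3.89 in 1C and 3.82 ± 2.97 in 2B, and B2m, the shared light chain, at 10.08 ± 2.65, 5.47 ± 3.23 and 3.91 ± 3.31. The 4 samples of 2A were also those with high decidual genes, so maternal RNA in them is not excluded. Reads of both Xist and a Y-linked gene were found in 3 of these 4 samples, and also in 3 of 8 of 1C, 5 of 13 of 2B and 10 of 28 of 2C. Libraries of 1C had a lower share of reads assigned to genes than those of 2A to 2C. Fig. 6a of the paper lists antigen presentation among the terms of 2A.

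The medians of both lists of imprinted genes were higher in each foetal group than in either maternal group, which need not hold for each imprinted gene. The 8 maternally expressed genes had medians of 7.32 in 2C, 4.95 in 2A, 4.00 in 2B and 2.08 in 1C, and -1.13 in 1A and -2.15 in 1B. The 12 paternally expressed genes had medians of 4.84 in 2C, 2.52 in 2A, 3.42 in 2B and 1.67 in 1C, and -2.15 in 1A and -2.26 in 1B. The non-coding RNA gene H19 stood at 12.32 ± 0.50 in 1C and 3.38 ± 3.01 in 1A (2.72 ± 1.65 without Cell 31). Group 1C shared the low share of reads assigned to genes with 1A and 1B.

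Some samples held genes of a group other than that of their cluster. Cell 53 of group 1C had Prf1 at 12.33 and Eomes at 6.22 beside Prl7d1 at 12.70 and Tpbpa at 12.80. Cell 31, which clustered with 1A here but joined 1C in 3 other clusterings and on its own, had Krt8 at 10.94, Prl7d1 at 13.50 and Tpbpa at 13.03. Its score (mean z-score over the genes of Supplementary Data 1) was 1.609 for 1C and -0.077 for 1A. By these scores it resembled a cell of 1C, not a sample with genes of both groups. Cell 44 of group 1B had Cd34 at 8.13 and Tie1 at 6.68 beside Prf1 at 12.57. Fos, an early response gene, stood at 8.85 ± 2.72 in 1A, 8.51 ± 1.90 in 2A and -0.24 ± 2.68 in 1B.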
